# Transcriptome Analysis of Particulate Matter 2.5-Induced Abnormal Effects on Human Sebocytes

**DOI:** 10.3390/ijms231911534

**Published:** 2022-09-29

**Authors:** Hye-Won Na, Hyun Soo Kim, Hyunjung Choi, Nari Cha, Young Rok Seo, Yong Deog Hong, Hyoung-June Kim

**Keywords:** particulate matter 2.5, transcriptome analysis, human sebocytes, ingenuity pathway analysis, lipid peroxidation

## Abstract

Particulate matter 2.5 (PM_2.5_), an atmospheric pollutant with an aerodynamic diameter of <2.5 μm, can cause serious human health problems, including skin damage. Since sebocytes are involved in the regulation of skin homeostasis, it is necessary to study the effects of PM_2.5_ on sebocytes. We examined the role of PM_2.5_ via the identification of differentially expressed genes, functional enrichment and canonical pathway analysis, upstream regulator analysis, and disease and biological function analysis through mRNA sequencing. Xenobiotic and lipid metabolism, inflammation, oxidative stress, and cell barrier damage-related pathways were enriched; additionally, PM_2.5_ altered steroid hormone biosynthesis and retinol metabolism-related pathways. Consequently, PM_2.5_ increased lipid synthesis, lipid peroxidation, inflammatory cytokine expression, and oxidative stress and altered the lipid composition and expression of factors that affect cell barriers. Furthermore, PM_2.5_ altered the activity of sterol regulatory element binding proteins, mitogen-activated protein kinases, transforming growth factor beta-SMAD, and forkhead box O3-mediated pathways. We also suggest that the alterations in retinol and estrogen metabolism by PM_2.5_ are related to the damage. These results were validated using the HairSkin^®^ model. Thus, our results provide evidence of the harmful effects of PM_2.5_ on sebocytes as well as new targets for alleviating the skin damage it causes.

## 1. Introduction

Atmospheric pollutants from global industrialization cause serious human health problems. In 2005, the World Health Organization (WHO) published air quality guidelines regarding the major health-damaging air pollutants, including particulate matter (PM), ozone, nitrogen dioxide, and sulfur dioxide. In 2019, more than 90% of the world’s population lived in areas with concentrations of particulate matter 2.5 (PM_2.5_) exceeding the air quality guideline (10 μg/mL) [1].

Particulate matter (PM) is classified according to its aerodynamic diameter; PM_2.5_ has an aerodynamic diameter of <2.5 μm. PM_2.5_ contains various chemicals, including metal elements (arsenic, cadmium, lead, etc.), ionic components (ammonium, nitrate, sulfite ions, etc.), and carbonaceous fractions (organic carbon, elemental carbon, polycyclic aromatic hydrocarbons [PAHs], etc.) [2,3]. The small size of PM_2.5_ allows them to enter bronchioles, alveoli, and blood, through which they can further affect other organs [4,5]. PM can penetrate the barrier-disrupted epidermis by tape-stripping and can enter hair follicles regardless of barrier damage [6,7].

The human sebaceous gland, a skin appendage, together with the associated hair follicle and arrector pili muscle, collectively form the pilosebaceous unit [8,9]. The main function of the sebaceous gland in humans is the production and holocrine secretion of sebum, which regulates lipid homeostasis, lubricates the skin, and acts as a defense against various environmental agents [10]. Sebaceous glands also regulate skin homeostasis by controlling cutaneous steroidogenesis, androgen synthesis, and neuroendocrine function [8,11]. Abnormal differentiation of sebaceous glands, increases in lipid synthesis, and variation in lipid composition can cause barrier damage and skin problems, such as seborrheic dermatitis and acne [8,12,13]. Furthermore, the dysregulation of the sebaceous gland might be involved in the development of other inflammatory skin diseases, such as psoriasis and atopic dermatitis [14,15]. Exposure to PM causes skin damage and is associated with several skin diseases by inducing skin barrier damage and alterations in cell proliferation, differentiation, and lipid composition [16]. Moreover, PM increases inflammation and induces oxidative stress via the generation of reactive oxygen species (ROS), which can cause damage to lipids, proteins, and DNA and can induce apoptosis and senescence. Although there are other cell types in the skin, including various immune cells, melanocytes, and sebocytes, most of these effects are focused on epidermal keratinocytes and dermal fibroblasts. Therefore, it is necessary to understand the effects of PM on other skin cell types, especially for sebaceous glands attached to hair follicles, because they are one of the skin penetration routes of PM_2.5_. Herein, we evaluated the effect of PM_2.5_ on SZ95 sebocytes which are the immortalized human sebaceous gland cell line with simian virus-40 large T antigen and retain fundamental characteristics of normal human sebocyte including differentiation and lipid synthesis [17,18,19] and validated the abnormal effects of PM_2.5_ on the HairSkin^®^ model.

## 2. Results

### 2.1. Differentially Expressed Genes (DEGs) and Gene Ontology (GO)-Based Gene-Set Enrichment Analysis of SZ95 Sebocytes after PM_2.5_ Treatment

Based on the results of the cell viability test (Figure S1), we determined the optimal treatment concentration of PM_2.5_. 

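SZ95 is a line of human sebaceous gland cells immortalized with a viral large T antigen. RNA-seq libraries were made from 3 control samples, which received 20% ethanol as vehicle, and 3 samples treated with PM2.5 at 100 μg/mL, each for 24 h. The PM2.5 had been resuspended in 20% ethanol. RNA was extracted with a phenol-based reagent and libraries were prepared with a stranded mRNA kit, which selects polyadenylated RNA. The sample labels name the read trimmer Trimmomatic 0.32, the aligner HISAT2 2.0.5, the assembler StringTie 1.3.3b, DESeq2 and the genome build hg19, without saying how each was used. The authors deposited whole-number read counts for 27685 genes, of which 7274 had no count in any library. Control libraries held 62537562, 63938558 and 70616698 counts in total, and PM2.5 libraries held 59426425, 71080000 and 56460553. Counts were normalized by the trimmed mean of M-values (TMM), with levels given as CPM, counts scaled by library size and TMM factor, and 16049 genes passed edgeR's filter on low counts. Each gene was tested with edgeR's quasi-likelihood test, whose Benjamini-Hochberg adjusted p over all tested genes is given as the edgeR adjusted p, and a gene was called higher or lower at an adjusted p under 0.05. Positive log2 fold changes mean higher levels with PM2.5. Gene lists were fixed before the data were examined and tested as sets with camera, at a preset correlation between genes and, for comparison, at an estimated one. Some lists hold genes that the paper reports from these same libraries, so their camera p-values are not independent of its results. Genes named outside the rule for named genes, to spell out small counts, were chosen after their values were seen.

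The first principal component held 54.5% of the variance and separated the groups, and the second held 13.6%. The correlation of log2 CPM was 0.989 to 0.991 within a group and 0.976 to 0.981 between groups, and no pair of libraries differed by as little as sampling noise. Mitochondrial ribosomal RNA RNR2 took 0.895%, 0.923% and 0.894% of control counts and 0.990%, 1.09% and 0.981% of PM2.5 counts. Nothing in the sources used here says that the 3 samples of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. An exact permutation test of 3 against 3 samples cannot go below p = 0.1, so single genes rest on edgeR's model across all genes.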

From RNA-sequencing (RNA-seq) data, we identified that the expression of 381 genes (−2 > fold changes > 2; *p*-value < 0.05) was significantly changed in PM_2.5_-treated experimental groups compared with the control SZ95 sebocytes. Treatment with PM_2.5_ resulted in the upregulation of 188 genes and the downregulation of 193 genes.

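CYP1A1 (Gene ID 1543), the cytochrome P450 that oxidizes polycyclic aromatic hydrocarbons and the gene with the largest rise, rose from 3.56 ± 0.676 CPM in control to 560.2 ± 32.0 CPM in PM2.5-treated cells (SD, n = 3). For CYP1A1 the log2 fold change was 7.29 (SE 0.13, edgeR adjusted p = 7.16e-08). PM2.5 raised CYP1B1 (Gene ID 1545), another dioxin-inducible cytochrome P450, from 7.38 ± 0.339 to 175 ± 9.46 CPM (SD, n = 3), a log2 fold change of 4.57 (SE 0.067, edgeR adjusted p = 3.02e-08). Among the largest falls was MMP13 (Gene ID 4322), the collagenase 3 gene, which went from 81.9 ± 10.5 to 6.23 ± 0.337 CPM (SD, n = 3), a log2 fold change of -3.72 (SE 0.11, edgeR adjusted p = 2.33e-06). The other falls among the 12 largest were FOXI1 (-3.49), SMOC1 (-3.39), WNT11 (-3.22), HSPE1-MOB4 (-2.8), SLC9A4 (-2.6), HIST1H3D (-2.59), BMPER (-2.43), PLEKHS1 (-2.35), PLAT (-2.32), EPHA4 (-2.28) and PDZK1 (-2.12), as log2 fold changes. They include the noncanonical ligand WNT11, the BMP-binding protein BMPER, the tissue plasminogen activator PLAT and the ephrin receptor EPHA4. HSPE1-MOB4 is a readthrough locus that shares its exons with HSPE1 and MOB4, and its reads may be theirs. HSPE1 and MOB4 passed the test in none of the 17 alternative settings (adjusted p of the tool run in each, 0.113 to 0.933 and 0.264 to 0.903). HSPE1-MOB4 lost its call without control replicate 1 or 2 or PM2.5 replicate 2 (edgeR adjusted p = 0.0513, 0.0553 and 0.0567, range over all settings 0.00565 to 0.147) and with DESeq2's Wald test and limma-voom. The log2 fold change of HSPE1-MOB4 was -3.56 without PM2.5 replicate 1 and -2.11 without PM2.5 replicate 2.

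At a fold change over 2 and an unadjusted p under 0.05 from edgeR, 523 genes were higher and 379 lower, and 483 of the higher and 356 of the lower ones also had an edgeR adjusted p under 0.05. Of these 902 genes, 423 had a mean count under 50. With a mean count of at least 50 required of each tested gene, 253 genes were higher and 233 lower at the same thresholds. At an edgeR adjusted p under 0.05 with no fold threshold, 3476 genes were higher and 3523 lower, 49.7% higher of 6999 in all, and 4904 of them changed by less than 1.5-fold. With library size as the only scaling the split was 4770 higher and 2546 lower, 65.2% higher. In 4511 genes all 3 PM2.5 libraries were above all 3 control libraries and in 4517 they were below, 56.3% of the tested genes, where chance gives 10%.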

The top 10 enriched GO terms for biological processes and molecular functions are shown in Figure S2. The most highly enriched molecular functions were related to binding, including protein binding, ion binding, cation binding, and metal ion binding. In addition, oxidoreductase activity was significantly enriched. 

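Enzyme families of oxidation and reduction were counted by symbol, a choice made after the data were examined. Of 31 tested cytochrome P450 genes, 10 were higher and 7 lower with PM2.5. The level of CYP24A1 (Gene ID 1591), the mitochondrial enzyme that inactivates vitamin D, was 20.8 ± 0.879 CPM in control and 5.62 ± 1.04 CPM in PM2.5-treated cells (SD, n = 3). CYP24A1 thus fell with a log2 fold change of -1.89 (SE 0.12, edgeR adjusted p = 4.55e-05). CYP4F3 (Gene ID 4051), a leukotriene hydroxylase, rose by a log2 fold change of 0.59 (SE 0.14, edgeR adjusted p = 0.00925), from 16.0 ± 3.19 to 24.2 ± 1.87 CPM (SD, n = 3). Of 11 aldo-keto reductases, which reduce aldehydes and ketones, AKR1B1, AKR1C1, AKR1C2 and AKR1C3 were higher and AKR7L (-0.68) lower. AKR1B1 (Gene ID 231), aldose reductase, rose from 227 ± 5.47 CPM in control to 288 ± 19.4 CPM in PM2.5-treated cells (SD, n = 3). For AKR1B1 the log2 fold change was 0.35 (SE 0.056, edgeR adjusted p = 0.0019). AKR1C1, AKR1C2 and AKR1C3 are near-identical paralogs that may share reads. Of 19 aldehyde dehydrogenases 10 were higher and 3 lower, and with library size only or upper-quartile scaling 11 were higher and 1 lower. Among 11 hydroxysteroid 17-beta dehydrogenases, HSD17B2, HSD17B7 and HSD17B14 were higher and HSD17B1 and HSD17B3 lower, and with library size only 6 were higher and 2 lower. Of 7 retinol dehydrogenases of the RDH series, RDH10 was lower and none higher. CYP24A1, CYP4F3, AKR1B1, AKR7L and HSD17B7 were named after their values were seen.

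The 5 families together held 79 tested genes, of which 41 had an edgeR adjusted p under 0.05, 51.9% against 43.6% of the other genes (two-sided Fisher's exact test, p = 0.141). At a fold change over 2 and an unadjusted p under 0.05, 14 of the 79 passed, 17.7% against 5.56% of the other genes (two-sided Fisher's exact test, p = 0.000116). Genes of a family are not independent, so these p-values describe the counts only. HSD17B3 lost its call without PM2.5 replicate 1 (edgeR adjusted p = 0.0511, range over all settings 0.0106 to 0.0511). AKR7L lost its call without control replicate 1 or 2 or 3 or PM2.5 replicate 2 or 3 (edgeR adjusted p = 0.115, 0.0918, 0.082, 0.157 and 0.0939, range over all settings 0.0325 to 0.157) and with DESeq2's Wald test, upper-quartile scaling, library size only, no filter on low counts, edgeR's older quasi-likelihood fit and DESeq2 on genes with at least 1 count in every library.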

Oxidoreductases such as aldo-keto reductase (AKR) and cytochrome P450 (CYP450) are related to the metabolism of chemicals, including steroids [20]. Thus, the GO enrichment analysis indicated that PM_2.5_ -induced functional changes are caused by various components of heterogenic PM_2.5_.

### 2.2. Kyoto Encyclopedia of Genes and Genomes (KEGG) Terms and Canonical Pathway Prediction Analysis

In total, 55 KEGG pathways were enriched (false discovery rate [FDR] < 0.05), with the top 20 KEGG terms shown in Figure 1a. In addition, 18 canonical pathways were identified (−2 > z-score > 2) by Ingenuity Pathway Analysis (IPA), with the top 10 listed in Table 1. 

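The 44 gene lists used here, of which 43 were tested, are not the KEGG terms but cover related subjects. Lists higher with PM2.5 in the camera test were AHR target genes, cholesterol biosynthesis enzymes, SREBP pathway and cholesterol transport genes, fatty acid synthesis and desaturation enzymes, NRF2 target genes, metallothioneins, UDP-glucuronosyltransferases, glutathione S-transferases and aldehyde dehydrogenases. Lists lower with PM2.5 were IL-17 response genes, tight junction genes, cadherins and desmosome genes, TGF-beta and SMAD target genes, FOXO target genes, unfolded protein response genes, heat shock genes, mitosis and DNA replication genes and replication-dependent histones. These were 9 higher and 9 lower lists, at a camera adjusted p under 0.05. With an estimated correlation, none of the 43 lists passed, the smallest camera adjusted p being 0.235, and 9 had an unadjusted p under 0.05. That run also tests on far fewer degrees of freedom, so correlation between genes is not the only reason for the lost calls. The SREBP list had an estimated correlation of -0.033 and tight junction genes -0.00304, under the preset 0.01. Their unadjusted camera p still rose, from 0.000224 to 0.016 and from 0.00738 to 0.0392. Most other called lists had estimates above 0.01. limma's rotation test fry passed 32 lists. It asks whether a list's genes move one way on balance and compares the list with no other genes. The mitochondrially encoded mRNAs were not tested, since 0 of the list's 13 members had a measured gene under the listed symbols.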

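PM2.5 lowered RAP2B (Gene ID 5912), a small GTPase of the Ras family, from 191 ± 4.2 to 91.6 ± 8.55 CPM (SD, n = 3), a log2 fold change of -1.06 (SE 0.068, edgeR adjusted p = 5.04e-05). The level of MYC (Gene ID 4609), a transcription factor that drives cell growth and division, was 41.2 ± 3.64 CPM in control and 17.6 ± 2.13 CPM in PM2.5-treated cells (SD, n = 3). MYC thus fell with a log2 fold change of -1.23 (SE 0.10, edgeR adjusted p = 0.000127). RASD2 (Gene ID 23551), a Ras-related GTPase, rose by a log2 fold change of 1.61 (SE 0.27, edgeR adjusted p = 0.00237), from 0.167 ± 0.0116 to 0.510 ± 0.0519 CPM (SD, n = 3). These genes are among the 12 that Table 1 gives for thyroid cancer signaling. The study chose them on the same samples, so they are not independent evidence.

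At a fold change over 1.5 and an unadjusted p under 0.01 from edgeR, 1063 genes were higher and 848 lower with PM2.5. Table 1 names 66 different genes in the pathways listed here, of which 45 had a positive and 21 a negative log2 fold change. Both thresholds were passed by 64 of the 66, the exceptions being KDR, the receptor for vascular endothelial growth factor, and PRKD1, a serine/threonine kinase. KDR had a log2 fold change of 1.02 and an unadjusted p of 0.0181, and PRKD1 had 1.15 and an unadjusted p of 0.0154, both from edgeR's quasi-likelihood test. KDR lost its call without control replicate 2 or 3 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.103, 0.118, 0.0788, 0.0703 and 0.128, range over all settings 0.0188 to 0.128) and with no filter on low counts and edgeR's older quasi-likelihood fit. PRKD1 lost its call without control replicate 2 or 3 or PM2.5 replicate 2 or 3 (edgeR adjusted p = 0.113, 0.0989, 0.147 and 0.0925, range over all settings 0.0124 to 0.147) and with limma-voom and no filter on low counts.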

The highly predicted KEGG pathways were metabolic pathways related to steroid hormone biosynthesis, retinol metabolism, pentose and glucuronate interconversions, and the metabolism of xenobiotics by CYP450 (Figure 1a). 

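STS (Gene ID 412), steroid sulfatase, which frees steroids from their sulfates, fell from 66.2 ± 4.05 CPM in control to 35.1 ± 2.29 CPM in PM2.5-treated cells (SD, n = 3). For STS the log2 fold change was -0.92 (SE 0.068, edgeR adjusted p = 8.48e-05). PM2.5 lowered SULT1E1 (Gene ID 6783), the estrogen sulfotransferase, from 1.96 ± 0.0933 to 0.738 ± 0.0302 CPM (SD, n = 3), a log2 fold change of -1.41 (SE 0.14, edgeR adjusted p = 0.000232). The level of CYP11A1 (Gene ID 1583), the side-chain cleavage enzyme that starts steroid synthesis from cholesterol, was 3.64 ± 0.140 CPM in control and 6.54 ± 0.236 CPM in PM2.5-treated cells (SD, n = 3). CYP11A1 thus rose with a log2 fold change of 0.84 (SE 0.083, edgeR adjusted p = 0.000239). UGT1A6 (Gene ID 54578), a UDP-glucuronosyltransferase that conjugates phenols, rose by a log2 fold change of 2.62 (SE 0.088, edgeR adjusted p = 5.66e-06), from 9.32 ± 0.577 to 57.5 ± 5.57 CPM (SD, n = 3). CYP3A7 (Gene ID 1551), the fetal form of CYP3A, fell from 1.36 ± 0.194 CPM in control to 0.439 ± 0.175 CPM in PM2.5-treated cells (SD, n = 3). For CYP3A7 the log2 fold change was -1.64 (SE 0.26, edgeR adjusted p = 0.00179). Of 33 measured genes of steroid hormone metabolism, 15 were higher, 7 lower and 11 did not pass the test (15 higher and 8 lower when adjusted over the list alone), with camera adjusted p = 0.0954. Of 11 measured UDP-glucuronosyltransferases, 5 were higher, none lower and 6 did not pass the test (5 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 0.00583, and adjusted p = 0.235 with an estimated correlation. The higher ones were UGT1A6, UGT1A3 (1.91), UGT3A2 (0.72), UGT1A1 (1.4) and UGT8 (0.46). UGT1A genes share their last exons, so counts of UGT1A1, UGT1A3 and UGT1A6 may hold reads of one another. Requiring a mean count of at least 50 left 24 steroid genes, 9 higher and 6 lower, and 3 UDP-glucuronosyltransferases, all higher.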

Xenobiotics produced by CYP450 are known to be involved in the toxicity of PM_2.5_ [16,21]. Steroid hormone biosynthesis and retinol metabolism regulate the functions of sebaceous glands, such as lipid synthesis [8,22]. Inflammatory response-related pathways, such as cytokine–cytokine receptor interaction and the IL-17 signaling pathway, were enriched. In addition, cell adhesion-related pathways, including tight junctions and cell adhesion molecules, were significantly enriched, implying that PM_2.5_ affects barrier function. 

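PM2.5 raised IL1B (Gene ID 3553), which encodes the cytokine IL-1β, from 1.02 ± 0.260 to 3.02 ± 0.517 CPM (SD, n = 3), a log2 fold change of 1.57 (SE 0.20, edgeR adjusted p = 0.000712). The level of IL6 (Gene ID 3569), which encodes the cytokine IL-6, was 1.6 ± 0.290 CPM in control and 3.64 ± 0.813 CPM in PM2.5-treated cells (SD, n = 3). IL6 thus rose with a log2 fold change of 1.19 (SE 0.20, edgeR adjusted p = 0.00224). CXCL11 (Gene ID 6373), a chemokine that binds CXCR3 and is induced by interferon, rose by a log2 fold change of 1.64 (SE 0.16, edgeR adjusted p = 0.000211), from 0.632 ± 0.0509 to 1.97 ± 0.179 CPM (SD, n = 3). CXCL1 (Gene ID 2919), a neutrophil-attracting chemokine, fell from 3.1 ± 0.884 CPM in control to 0.842 ± 0.158 CPM in PM2.5-treated cells (SD, n = 3). For CXCL1 the log2 fold change was -1.89 (SE 0.25, edgeR adjusted p = 0.000767). PM2.5 lowered S100A8 (Gene ID 6279), a subunit of calprotectin, from 1.39 ± 0.160 to 0.559 ± 0.0968 CPM (SD, n = 3), a log2 fold change of -1.32 (SE 0.19, edgeR adjusted p = 0.00125). The level of CXCL8 (Gene ID 3576), which encodes IL-8, was 1.24 ± 0.565 CPM in control and 0.482 ± 0.121 CPM in PM2.5-treated cells (SD, n = 3). CXCL8 thus fell with a log2 fold change of -1.34 (SE 0.37, edgeR adjusted p = 0.0196). Of 20 measured cytokines and chemokines, 6 were higher, 6 lower and 8 did not pass the test (6 higher and 6 lower when adjusted over the list alone), with camera adjusted p = 0.576. CXCL10 (1.21) and IL1A (1.16) were also higher, and LIF (-0.62) and CXCL6 (-1.63) also lower, as log2 fold changes.

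Of 29 measured IL-17 response genes, 4 were higher, 13 lower and 12 did not pass the test (5 higher and 13 lower when adjusted over the list alone), with camera adjusted p = 0.0425, and adjusted p = 0.549 with an estimated correlation. The higher ones were IL1B, IL6, MMP9 (0.36) and TRAF3IP2 (0.31), the adaptor of the IL-17 receptor, and the lower ones included NFKBIZ (-1.19) and S100A9 (-0.76). The IL-17 call ended without PM2.5 replicate 3 (camera adjusted p = 0.0634) and with the replicate number as a block (camera adjusted p = 0.0623). Its camera adjusted p ranged from 0.0115 to 0.549 over the alternative settings, the highest with an estimated correlation. Of 14 measured NF-κB target genes, 2 were higher, 5 lower and 7 did not pass the test (4 higher and 5 lower when adjusted over the list alone), with camera adjusted p = 0.669. TRAF1 (1.08) and ICAM1 (0.29) were higher and TNFAIP2 (-0.65), NFKBIA (-0.70), NFKB1 (-0.53), TNFAIP3 (-0.66) and BIRC3 (-0.78) lower. The median log2 fold change of the NF-κB list was 0.0775, its mean -0.0744 and its camera direction lower. With upper-quartile scaling, library size only or DESeq2, 4 of its members were higher and 5 lower. All 5 genes that Table 1 gives for the role of IL-17A in psoriasis, CXCL1, CXCL6, CXCL8, S100A8 and S100A9, were lower, a set chosen by the study on these samples. CXCL1 may share reads with its paralogs CXCL2 and CXCL3. CXCL8 lost its call without PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.0781 and 0.0618, range over all settings 0.000727 to 0.0781). MMP9 lost its call without control replicate 1 or 2 or 3 or PM2.5 replicate 1 (edgeR adjusted p = 0.0704, 0.108, 0.101 and 0.113, range over all settings 0.0204 to 0.113) and with limma-voom, no filter on low counts and at least 1 count in every library.

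**Figure D1:**
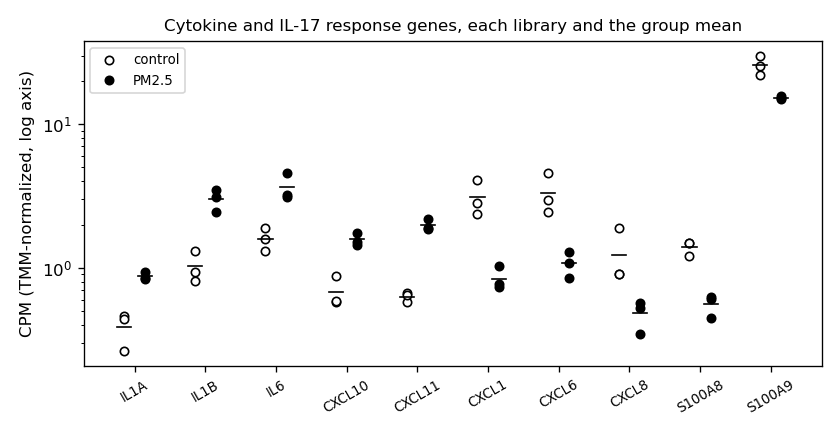
CPM of cytokine, chemokine and S100 genes in each library on a log axis, with open symbols for the 3 control libraries, filled symbols for the 3 PM2.5 libraries and a line at each group mean. IL1B lies near 1.02 CPM in control and 3.02 CPM in PM2.5-treated cells, and CXCL1 near 3.1 and 0.842 CPM.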

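CLDN1 (Gene ID 9076), a claudin that seals tight junctions, fell by a log2 fold change of -1.07 (SE 0.053, edgeR adjusted p = 1.97e-05), from 925 ± 48.7 to 439.7 ± 14.8 CPM (SD, n = 3). CLDN11 (Gene ID 5010), another claudin of the tight junction strands, fell from 9.38 ± 0.722 CPM in control to 2.41 ± 0.545 CPM in PM2.5-treated cells (SD, n = 3). For CLDN11 the log2 fold change was -1.98 (SE 0.15, edgeR adjusted p = 0.000101). PM2.5 lowered CDH1 (Gene ID 999), E-cadherin, the main adhesion molecule of epithelial cells, from 1327 ± 65.6 to 1015 ± 42.0 CPM (SD, n = 3), a log2 fold change of -0.39 (SE 0.054, edgeR adjusted p = 0.000963). The level of DSC3 (Gene ID 1825), a desmosomal cadherin, was 159 ± 4.0 CPM in control and 118 ± 5.51 CPM in PM2.5-treated cells (SD, n = 3). DSC3 thus fell with a log2 fold change of -0.43 (SE 0.050, edgeR adjusted p = 0.000444). Of 28 measured tight junction genes, 2 were higher, 12 lower and 14 did not pass the test (2 higher and 13 lower when adjusted over the list alone), with camera adjusted p = 0.0211, and adjusted p = 0.235 with an estimated correlation. Lower members also included CLDN4 (-0.34) and CLDN23 (-0.73), and the higher ones were CGNL1 (1.24) and ESAM (0.37), as log2 fold changes. With library size only, 4 were higher and 9 lower, and with upper-quartile scaling 4 and 10. Of 25 measured cadherins and desmosome genes, 1 was higher, 11 lower and 13 did not pass the test (1 higher and 11 lower when adjusted over the list alone), with camera adjusted p = 0.0177, and adjusted p = 0.235 with an estimated correlation. PERP (-0.43) and CDH2 (-1.24) were also lower and CTNNA1 (Gene ID 1495), the α-catenin gene, was higher at 0.20. Under library size alone, 3 of these genes were higher and 10 lower. ESAM lost its call without control replicate 1 or 3 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.115, 0.0931, 0.121, 0.0541 and 0.0559, range over all settings 0.0181 to 0.121). CTNNA1 lost its call without control replicate 1 (edgeR adjusted p = 0.0508, range over all settings 0.00169 to 0.0508).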

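KL (Gene ID 9365), which encodes the FGF co-receptor klotho, fell by a log2 fold change of -1.69 (SE 0.10, edgeR adjusted p = 3.78e-05), from 46.5 ± 4.43 to 14.4 ± 1.68 CPM (SD, n = 3). IRS1 (Gene ID 3667), the adaptor that links insulin and IGF-1 receptors to PI3K, fell from 25.2 ± 1.89 CPM in control to 7.25 ± 1.71 CPM in PM2.5-treated cells (SD, n = 3). For IRS1 the log2 fold change was -1.81 (SE 0.15, edgeR adjusted p = 0.000139). PM2.5 lowered PIK3R3 (Gene ID 8503), a regulatory subunit of PI3K, from 24.2 ± 0.156 to 15.2 ± 0.458 CPM (SD, n = 3), a log2 fold change of -0.67 (SE 0.055, edgeR adjusted p = 0.000126). The level of TGFBR2 (Gene ID 7048), the type II receptor for TGFβ, was 111 ± 3.64 CPM in control and 69.4 ± 6.81 CPM in PM2.5-treated cells (SD, n = 3). TGFBR2 thus fell with a log2 fold change of -0.67 (SE 0.074, edgeR adjusted p = 0.000352). BMP2 (Gene ID 650), a ligand of the TGFβ superfamily, fell by a log2 fold change of -0.66 (SE 0.13, edgeR adjusted p = 0.00402), from 6.35 ± 1.01 to 4.04 ± 0.173 CPM (SD, n = 3). Of 27 measured TGFβ ligands, receptors and SMADs, 4 were higher, 10 lower and 13 did not pass the test (5 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 0.481. The higher ones were GDF15 (0.74), TGFBR3 (0.79), BMPR1B (1.0) and BMP7 (2.09), as log2 fold changes. Under library size alone, 7 of these genes were higher and 8 lower. Without control replicate 3 there were 2 higher and 12 lower, without PM2.5 replicate 1 or 2 there were 2 and 7, and without PM2.5 replicate 3 there were 4 and 6. Of 27 measured genes of PI3K, AKT and insulin signaling, 7 were higher, 7 lower and 13 did not pass the test (7 higher and 7 lower when adjusted over the list alone), with camera adjusted p = 0.804. Higher members included PHLPP1 (0.40) and PIK3CB (0.56). BMPR1B lost its call without control replicate 1 or 3 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.052, 0.055, 0.0547 and 0.0655, range over all settings 0.00396 to 0.0655). BMP7 lost its call without control replicate 2 or 3 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.0917, 0.103, 0.118, 0.0537 and 0.0787, range over all settings 0.0267 to 0.118) and with no filter on low counts. The log2 fold change of BMP7 was 3.21 without control replicate 1.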

The transforming growth factor beta (TGFβ) and PI3K-Akt signaling pathways were predicted to be enriched by PM_2.5_. Via canonical pathway analysis, cholesterol biosynthesis-related pathways, including the superpathway of cholesterol biosynthesis, three cholesterol biosynthesis (I, II, III), and superpathway of geranylgeranyl diphosphate biosynthesis I, were significantly enriched (Table 1). 

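DHCR7 (Gene ID 1717), the last enzyme of cholesterol synthesis, rose from 137 ± 6.44 CPM in control to 300.0 ± 10.4 CPM in PM2.5-treated cells (SD, n = 3). For DHCR7 the log2 fold change was 1.13 (SE 0.052, edgeR adjusted p = 1.64e-05). PM2.5 raised MSMO1 (Gene ID 6307), a sterol C-4 methyl oxidase, from 55.9 ± 7.76 to 153 ± 12.0 CPM (SD, n = 3), a log2 fold change of 1.45 (SE 0.10, edgeR adjusted p = 7.3e-05). The level of HMGCS1 (Gene ID 3157), the cytosolic HMG-CoA synthase, was 175 ± 24.2 CPM in control and 390.5 ± 78.0 CPM in PM2.5-treated cells (SD, n = 3). HMGCS1 thus rose with a log2 fold change of 1.16 (SE 0.15, edgeR adjusted p = 0.000788). FDFT1 (Gene ID 2222), squalene synthase, rose by a log2 fold change of 0.86 (SE 0.048, edgeR adjusted p = 3.14e-05), from 165 ± 7.21 to 298 ± 7.5 CPM (SD, n = 3). Of 22 measured cholesterol biosynthesis enzymes, 19 were higher, none lower and 3 did not pass the test (19 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 4.94e-09, and adjusted p = 0.235 with an estimated correlation. Those that did not pass were LBR (-0.13, edgeR adjusted p = 0.0892), PMVK (-0.16, edgeR adjusted p = 0.133) and IDI1 (0.46, edgeR adjusted p = 0.243), with log2 fold changes first. The log2 fold changes of other higher members were LSS (0.82), ACAT2 (0.79), MVD (0.83), CYP51A1 (0.87) and FDPS (0.61).

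Table 1 gives 10 of these enzymes for the superpathway of cholesterol biosynthesis, 5 for cholesterol biosynthesis I and 5 for geranylgeranyl diphosphate biosynthesis. Since the study chose them on these samples, their values are not independent evidence. LBR passed the test without control replicate 3 (edgeR adjusted p = 0.0209, range over all settings 0.0209 to 0.521). PMVK passed the test without control replicate 2 (edgeR adjusted p = 0.0301, range over all settings 0.0301 to 0.414). IDI1 passed the test without PM2.5 replicate 1 (edgeR adjusted p = 0.00604, range over all settings 0.00604 to 0.6).

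**Figure D2:**
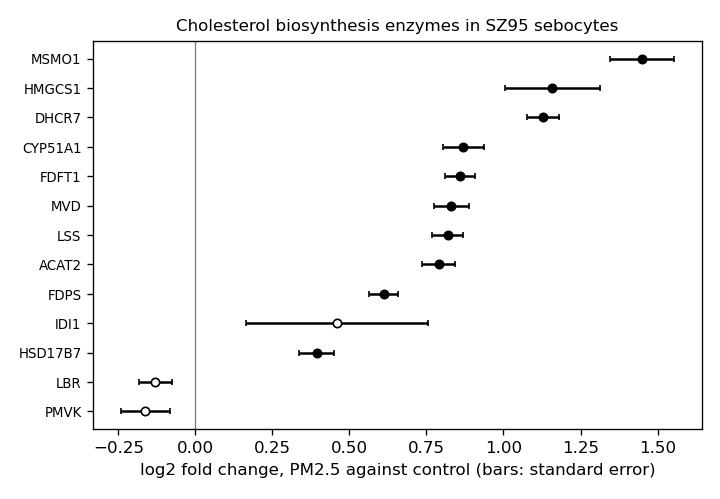
Log2 fold change with PM2.5 of cholesterol biosynthesis enzymes named in the text, with its standard error as a bar. Filled points have an edgeR adjusted p under 0.05, and DHCR7 lies at 1.13.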

The xenobiotic metabolism aryl hydrocarbon receptor (AHR) signaling pathway and estrogen-dependent breast cancer signaling pathway related to steroid hormone metabolism were enriched, consistent with the KEGG analysis results. Moreover, endothelial nitric oxide synthase (eNOS) signaling, which is associated with oxidative stress, was also enriched. Thus, we identified that PM_2.5_ mainly alters the levels of genes associated with xenobiotic metabolism, inflammatory responses, oxidative stress, lipid metabolism, steroid hormone biosynthesis, retinol metabolism, and cell adhesion. 

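AHRR (Gene ID 57491), the repressor of AHR that AHR itself induces, rose from 17.9 ± 1.51 CPM in control to 68.6 ± 3.93 CPM in PM2.5-treated cells (SD, n = 3). For AHRR the log2 fold change was 1.94 (SE 0.077, edgeR adjusted p = 1.03e-05). PM2.5 raised ABCG2 (Gene ID 9429), an efflux transporter for xenobiotics, from 15.6 ± 2.18 to 48.6 ± 6.42 CPM (SD, n = 3), a log2 fold change of 1.64 (SE 0.13, edgeR adjusted p = 9.64e-05). The level of TIPARP (Gene ID 25976), a mono-ADP-ribosyltransferase that feeds back on AHR, was 37.5 ± 2.96 CPM in control and 66.6 ± 1.38 CPM in PM2.5-treated cells (SD, n = 3). TIPARP thus rose with a log2 fold change of 0.83 (SE 0.064, edgeR adjusted p = 9.84e-05). NQO1 (Gene ID 1728), a quinone reductase, rose by a log2 fold change of 0.55 (SE 0.053, edgeR adjusted p = 0.000219), from 163 ± 6.93 to 239 ± 11.1 CPM (SD, n = 3). AHR (Gene ID 196), the receptor gene itself, fell from 28.4 ± 0.510 CPM in control to 24.9 ± 0.778 CPM in PM2.5-treated cells (SD, n = 3). For AHR the log2 fold change was -0.19 (SE 0.053, edgeR adjusted p = 0.02). Of 13 measured AHR target genes, 12 were higher and 1 lower (12 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 8.2e-08, and adjusted p = 0.235 with an estimated correlation. The lower one was SERPINB2 (Gene ID 5055), plasminogen activator inhibitor 2, with a log2 fold change of -1.07 (SE 0.055, edgeR adjusted p = 2.33e-05). SLC7A5, an amino acid transporter in the list, rose by 0.98 on the log2 scale. Among the 20 genes that Table 1 gives for xenobiotic metabolism AHR signaling, 19 were higher and ALDH1A1 was lower.

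PM2.5 lowered HSD17B1 (Gene ID 3292), which turns estrone into estradiol, from 9.59 ± 1.24 to 4.59 ± 0.221 CPM (SD, n = 3), a log2 fold change of -1.07 (SE 0.11, edgeR adjusted p = 0.000279). The level of HSD17B2 (Gene ID 3294), which turns estradiol into estrone, was 1.24 ± 0.0524 CPM in control and 2.22 ± 0.397 CPM in PM2.5-treated cells (SD, n = 3). HSD17B2 thus rose with a log2 fold change of 0.82 (SE 0.17, edgeR adjusted p = 0.00567). Of the 12 genes that Table 1 gives for estrogen-dependent breast cancer signaling, HSD17B2, HSD17B14 (0.76), AKR1C1 (1.25), AKR1C2 (2.0) and RASD2 were higher and 7 lower, with log2 fold changes in parentheses. With a mean count of at least 50 required, 8 of the 12 were tested, 2 higher and 6 lower. The study chose both sets on these samples, so neither is independent evidence. AHR lost its call without control replicate 1 or PM2.5 replicate 2 or 3 (edgeR adjusted p = 0.0692, 0.0856 and 0.0633, range over all settings 0.0164 to 0.117) and with library size only. AHR, TIPARP and NQO1 were named after their values were seen.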

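CAV1 (Gene ID 857), caveolin-1, which binds and inhibits eNOS, fell by a log2 fold change of -1.12 (SE 0.078, edgeR adjusted p = 6.2e-05), from 412 ± 17.0 to 189.7 ± 19.8 CPM (SD, n = 3). GUCY1B3 (Gene ID 2983), a subunit of the nitric oxide receptor guanylate cyclase, rose from 1.13 ± 0.137 CPM in control to 5.07 ± 1.31 CPM in PM2.5-treated cells (SD, n = 3). For GUCY1B3 the log2 fold change was 2.19 (SE 0.22, edgeR adjusted p = 0.000246). PM2.5 raised LPAR1 (Gene ID 1902), a receptor for lysophosphatidic acid, from 4.61 ± 0.277 to 9.07 ± 0.639 CPM (SD, n = 3), a log2 fold change of 0.98 (SE 0.089, edgeR adjusted p = 0.000187). NOS3 (Gene ID 4846), which encodes eNOS, was measured at 0.367 ± 0.0710 CPM in control and 0.547 ± 0.0235 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of 0.58 (SE 0.23, edgeR adjusted p = 0.0799). Of the 15 genes that Table 1 gives for eNOS signaling, 11 were higher, and CAV1, PIK3R3, the calmodulin-like gene CALML5 (log2 fold change -1.41) and the chaperone gene HSPA5 were lower. The study chose these genes on these samples, so the count is not independent evidence. Without control replicate 2 or 3, 7 of them were higher, and without PM2.5 replicate 2, 6 were. With a mean count of at least 50 required, 5 were higher and 4 lower of 9 tested. NOS3 was named after its values were seen. NOS3 passed the test with library size only (edgeR adjusted p = 0.0482, range over all settings 0.0444 to 0.229) and at least 1 count in every library (edgeR adjusted p = 0.0444).

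The level of PTGS1 (Gene ID 5742), cyclooxygenase 1, was 12.2 ± 1.33 CPM in control and 27.2 ± 2.78 CPM in PM2.5-treated cells (SD, n = 3). PTGS1 thus rose with a log2 fold change of 1.16 (SE 0.10, edgeR adjusted p = 0.000169). ALOX15B (Gene ID 247), a 15-lipoxygenase, rose by a log2 fold change of 2.83 (SE 0.41, edgeR adjusted p = 0.00125), from 0.135 ± 0.0900 to 0.970 ± 0.238 CPM (SD, n = 3). PTGS2 (Gene ID 5743), cyclooxygenase 2, was measured at 3.45 ± 0.297 CPM in control and 4.14 ± 0.172 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of 0.27 (SE 0.10, edgeR adjusted p = 0.0627). Of 20 measured cyclooxygenases, lipoxygenases and ROS-producing enzymes, 5 were higher, 4 lower and 11 did not pass the test (5 higher and 4 lower when adjusted over the list alone), with camera adjusted p = 0.572. XDH (0.78), ALOX12 (1.22) and ALOX12B (0.52) were also higher, and PTGES (-0.38), PTGES3 (-0.22), CYBA (-0.28) and PTGES2 (-0.27) lower. Under library size alone, 8 of these enzymes were higher and 4 lower. PTGS2 passed the test with upper-quartile scaling (edgeR adjusted p = 0.039, range over all settings 0.0231 to 0.182), library size only (edgeR adjusted p = 0.0231) and a mean count of at least 50 (edgeR adjusted p = 0.0422). PTGS2 was named after its values were seen.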

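TXNRD1 (Gene ID 7296), thioredoxin reductase 1, rose from 245 ± 8.43 CPM in control to 419 ± 35.2 CPM in PM2.5-treated cells (SD, n = 3). For TXNRD1 the log2 fold change was 0.77 (SE 0.066, edgeR adjusted p = 0.000141). PM2.5 raised MT1E (Gene ID 4493), a metallothionein that binds zinc and cadmium, from 7.8 ± 0.679 to 28.8 ± 0.437 CPM (SD, n = 3), a log2 fold change of 1.88 (SE 0.075, edgeR adjusted p = 1.03e-05). The level of MT2A (Gene ID 4502), the most abundant of the measured metallothioneins, was 41.4 ± 4.81 CPM in control and 119.6 ± 5.77 CPM in PM2.5-treated cells (SD, n = 3). MT2A thus rose with a log2 fold change of 1.53 (SE 0.084, edgeR adjusted p = 2.96e-05). HMOX1 (Gene ID 3162), heme oxygenase 1, was measured at 14.2 ± 1.69 CPM in control and 14.1 ± 0.711 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of -0.0067 (SE 0.094, edgeR adjusted p = 0.96). The sign of its log2 fold change turned without control replicate 3 (0.093) and without PM2.5 replicate 1 (0.043). HMOX1 was named after its values were seen. Of 25 measured NRF2 target genes, 17 were higher, 1 lower and 7 did not pass the test (19 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 1.98e-06, and adjusted p = 0.235 with an estimated correlation. The lower one was TALDO1 (Gene ID 6888), transaldolase, at -0.21. Of 8 measured metallothioneins, 6 were higher, none lower and 2 did not pass the test (7 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 0.000123, and adjusted p = 0.235 with an estimated correlation. Besides MT1E and MT2A the higher ones included MT1X (1.13) and MT1F (0.95), and those that did not pass were MT1A (0.78, edgeR adjusted p = 0.0533) and MT3 (1.33, edgeR adjusted p = 0.172). MT1 genes are close paralogs that may share reads. Of 27 measured antioxidant enzymes, 9 were higher, 5 lower and 13 did not pass the test (10 higher and 5 lower when adjusted over the list alone), with camera adjusted p = 0.13. The lower ones were SESN2 (-0.51), GPX4 (-0.20), GPX2 (-0.62), SESN3 (-0.38) and PRDX4 (-0.22), and higher ones included TXN (0.49) and GPX3 (0.46). With library size only, 14 antioxidant enzymes were higher and 2 lower, without PM2.5 replicate 1, 9 were higher and 2 lower, and without control replicate 1 or 2 or PM2.5 replicate 2 or 3, 3 were lower. GPX4 lost its call without PM2.5 replicate 1 (edgeR adjusted p = 0.064, range over all settings 0.00301 to 0.0697) and with library size only. GPX2 lost its call without control replicate 2 or PM2.5 replicate 3 (edgeR adjusted p = 0.0551 and 0.0512, range over all settings 0.0186 to 0.0551). SESN3 lost its call without control replicate 1 or 2 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.0633, 0.0828, 0.0652, 0.116 and 0.0726, range over all settings 0.0116 to 0.116) and with library size only. PRDX4 lost its call without control replicate 1 or 3 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.13, 0.0833, 0.153 and 0.154, range over all settings 0.0251 to 0.154) and with upper-quartile scaling, library size only, no filter on low counts, a mean count of at least 50 and at least 1 count in every library. TALDO1 was not called with library size only (edgeR adjusted p = 0.0516, range over all settings 0.00171 to 0.0516). MT1A passed the test with upper-quartile scaling (edgeR adjusted p = 0.0446, range over all settings 0.0332 to 0.175), library size only (edgeR adjusted p = 0.0363) and at least 1 count in every library (edgeR adjusted p = 0.0332).

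From the pathways enriched among the changed genes, the paper concludes that PM2.5 chiefly altered genes of xenobiotic metabolism, inflammation, oxidative stress, lipid and steroid metabolism, retinol metabolism and cell adhesion, and it took genes of these groups to RT-qPCR in Figure 1b.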

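The 22 genes of the RT-qPCR panel in Figure 1b had log2 fold changes from -2.03 to 7.29 in the RNA-seq libraries, 11 above 0 and 11 below. Each passed a fold change over 2 and an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest change was 1.07 in size on the log2 scale. SCD (Gene ID 6319), stearoyl-CoA desaturase, rose by a log2 fold change of 1.31 (SE 0.077, edgeR adjusted p = 3.55e-05), from 482 ± 50.7 to 1191 ± 39.8 CPM (SD, n = 3). ACOXL (Gene ID 55289), an acyl-CoA oxidase-like gene, rose from 3.44 ± 0.400 CPM in control to 14.3 ± 0.740 CPM in PM2.5-treated cells (SD, n = 3). For ACOXL the log2 fold change was 2.05 (SE 0.099, edgeR adjusted p = 1.97e-05). PM2.5 lowered TNFSF10 (Gene ID 8743), which encodes the death ligand TRAIL, from 73.7 ± 2.28 to 18.0 ± 1.79 CPM (SD, n = 3), a log2 fold change of -2.03 (SE 0.077, edgeR adjusted p = 1.03e-05). The level of RARB (Gene ID 5915), retinoic acid receptor β, was 13.7 ± 1.15 CPM in control and 6.12 ± 0.656 CPM in PM2.5-treated cells (SD, n = 3). RARB thus fell with a log2 fold change of -1.16 (SE 0.10, edgeR adjusted p = 0.000153). RDH10 (Gene ID 157506), the retinol dehydrogenase that makes retinal, fell by a log2 fold change of -1.29 (SE 0.088, edgeR adjusted p = 6e-05), from 137 ± 13.6 to 56.2 ± 4.91 CPM (SD, n = 3). The other genes of the panel that were higher were CYP1A1, CYP1B1, AHRR, MT1E, IL1B, IL6, PTGS1, INSIG1 and HMGCS1, and those lower were CYP3A7, SULT1E1, KL, IRS1, CLDN11, CLDN1, ALDH1A1 and HSD17B1. The study chose this panel from the same libraries, so the count is not independent evidence.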

Among the DEGs (−2 > fold changes > 2, and *p*-value < 0.05), the genes related to the enriched pathways are summarized in Table S1. The expression of significantly altered genes was confirmed by real-time quantitative reverse-transcription polymerase chain reaction (RT-qPCR), Western blotting analysis, and enzyme-linked immunosorbent assay (ELISA) (Figure 1b–d and Figure S3).

### 2.3. Upstream Regulator Analysis and Disease and Biological Function Prediction by IPA

We analyzed upstream regulators by IPA; the top 10 predicted activated and inhibited upstream regulators in SZ95 sebocytes by PM_2.5_ are listed in Table 2. As a result, sterol regulatory element binding transcription factor (SREBF, which encodes sterol regulatory element binding protein, SREBP) signaling pathway-associated factors were predicted as upstream regulators. 

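INSIG1 (Gene ID 3638), which holds the SREBP-SCAP complex in the endoplasmic reticulum, rose from 67.9 ± 6.7 CPM in control to 156 ± 8.77 CPM in PM2.5-treated cells (SD, n = 3). For INSIG1 the log2 fold change was 1.2 (SE 0.078, edgeR adjusted p = 5.04e-05). PM2.5 raised SREBF1 (Gene ID 6720), which encodes SREBP-1, from 181 ± 4.29 to 221 ± 23.2 CPM (SD, n = 3), a log2 fold change of 0.29 (SE 0.074, edgeR adjusted p = 0.0145). The level of SREBF2 (Gene ID 6721), which encodes SREBP-2, was 438 ± 9.33 CPM in control and 595 ± 7.37 CPM in PM2.5-treated cells (SD, n = 3). SREBF2 thus rose with a log2 fold change of 0.44 (SE 0.040, edgeR adjusted p = 0.000179). SCAP (Gene ID 22937), which escorts SREBPs to the Golgi, was measured at 90.4 ± 6.93 CPM in control and 91.0 ± 0.587 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of 0.0090 (SE 0.060, edgeR adjusted p = 0.916). The sign of the SCAP log2 fold change turned without control replicate 1 (-0.0099) and without control replicate 2 (-0.036). Of 19 measured genes of the SREBP pathway and cholesterol transport, 11 were higher, none lower and 8 did not pass the test (11 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.00121, and adjusted p = 0.235 with an estimated correlation. Without control replicate 3, 12 were higher and 2 lower. Leaving out a fusion product and a complex, 18 upstream regulators in Table 2 are single genes. They were selected by the study from these samples, and 15 of them were measured. INSIG1, SREBF1, SREBF2 and MAP2K5 were higher, SH3TC2 (-0.64), FOXO3 and SMAD3 were lower, and 8 did not pass the test. Of the 15, 7 were higher and 3 lower with library size only. Table 2 gives predicted activity, which mRNA levels do not measure.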

SREBF1, SREBF2, and SREBP cleavage-activating protein (SCAP) were activated, and INSIG1, which inhibits SREBP-mediated signaling pathways, was inhibited. Additionally, mitogen-activated protein kinase (MAPK)-mediated signaling pathway-related factors MAPK7 and MAP2K5 were predicted to be activated by upstream regulators. 

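MAPK7 (Gene ID 5598), the kinase ERK5, was measured at 26.0 ± 0.992 CPM in control and 23.6 ± 1.59 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of -0.14 (SE 0.067, edgeR adjusted p = 0.122). MAP2K5 (Gene ID 5607), the kinase MEK5 that activates ERK5, rose by a log2 fold change of 0.29 (SE 0.071, edgeR adjusted p = 0.0125), from 19.7 ± 0.383 to 24.1 ± 1.98 CPM (SD, n = 3). ETV4 (Gene ID 2118), a transcription factor induced by ERK signaling, rose from 11.2 ± 0.377 CPM in control to 19.0 ± 2.49 CPM in PM2.5-treated cells (SD, n = 3). For ETV4 the log2 fold change was 0.75 (SE 0.100, edgeR adjusted p = 0.000779). PM2.5 raised SPRY4 (Gene ID 81848), a feedback inhibitor of ERK signaling, from 4.42 ± 0.713 to 8.5 ± 0.663 CPM (SD, n = 3), a log2 fold change of 0.94 (SE 0.13, edgeR adjusted p = 0.000824). The level of FOS (Gene ID 2353), an immediate early transcription factor, was 9.15 ± 0.848 CPM in control and 3.6 ± 0.778 CPM in PM2.5-treated cells (SD, n = 3). FOS thus fell with a log2 fold change of -1.35 (SE 0.15, edgeR adjusted p = 0.00035). JUN (Gene ID 3725), the partner of FOS in AP-1, fell by a log2 fold change of -0.84 (SE 0.088, edgeR adjusted p = 0.000297), from 41.6 ± 0.955 to 23.3 ± 2.88 CPM (SD, n = 3). Of 34 measured MAPK feedback and immediate early genes, 8 were higher, 12 lower and 14 did not pass the test (8 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 0.195.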

SREBPs regulate lipid homeostasis and inflammation [23,24]. Moreover, MAPK7 and its upstream activator, MAP2K5, are also known to control lipid metabolism in small cell lung cancer cells [25]. In contrast, TGFβ signaling pathway-related factors, such as TGFβ1 and SMAD3, and forkhead box O3 (FoxO3) were all predicted to be inhibited by upstream regulators. 

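TGFB1 (Gene ID 7040), which encodes the ligand TGFβ1, was measured at 21.5 ± 0.543 CPM in control and 23.2 ± 0.896 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of 0.11 (SE 0.057, edgeR adjusted p = 0.148). SMAD3 (Gene ID 4088), which carries the TGFβ signal to the nucleus, fell from 448 ± 18.3 CPM in control to 358 ± 24.4 CPM in PM2.5-treated cells (SD, n = 3). For SMAD3 the log2 fold change was -0.33 (SE 0.060, edgeR adjusted p = 0.00351). PM2.5 lowered ID3 (Gene ID 3399), an inhibitor of basic helix-loop-helix factors, from 155 ± 7.0 to 56.5 ± 5.3 CPM (SD, n = 3), a log2 fold change of -1.45 (SE 0.073, edgeR adjusted p = 2.14e-05). The level of ID2 (Gene ID 3398), another inhibitor of the same class, was 6.76 ± 0.434 CPM in control and 2.01 ± 0.282 CPM in PM2.5-treated cells (SD, n = 3). ID2 thus fell with a log2 fold change of -1.76 (SE 0.12, edgeR adjusted p = 5.42e-05). CDKN2B (Gene ID 1030), a cell cycle inhibitor induced by TGFβ, fell by a log2 fold change of -1.18 (SE 0.079, edgeR adjusted p = 5.4e-05), from 156 ± 2.83 to 69.0 ± 7.87 CPM (SD, n = 3). LOXL2 (Gene ID 4017), a collagen cross-linking enzyme, rose from 45.1 ± 4.21 CPM in control to 86.6 ± 11.5 CPM in PM2.5-treated cells (SD, n = 3). For LOXL2 the log2 fold change was 0.94 (SE 0.10, edgeR adjusted p = 0.000358). Of 34 measured TGFβ and SMAD target genes, 6 were higher, 18 lower and 10 did not pass the test (7 higher and 20 lower when adjusted over the list alone), with camera adjusted p = 0.00583, and adjusted p = 0.589 with an estimated correlation. Higher members were LOXL2, BHLHE40 (0.41) and 4 others, and TIMP3 (-1.08), a metalloproteinase inhibitor, was also lower, as log2 fold changes. TGFB1 passed the test with library size only (edgeR adjusted p = 0.0197, range over all settings 0.0197 to 0.3).

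PM2.5 lowered FOXO3 (Gene ID 2309), a forkhead transcription factor restrained by AKT, from 147 ± 3.83 to 123 ± 5.21 CPM (SD, n = 3), a log2 fold change of -0.27 (SE 0.048, edgeR adjusted p = 0.00331). Of 29 measured FOXO target genes, 3 were higher, 12 lower and 14 did not pass the test (3 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 0.0342, and adjusted p = 0.235 with an estimated correlation. TNFSF10, TXNIP (-0.67), FBXO32 (-0.82) and CITED2 (-1.19) were lower, FBXO32 being an atrophy-related ubiquitin ligase, and BNIP3 (0.45), RICTOR (0.39) and GADD45A (0.24) were higher. The FOXO call ended without control replicate 1 (camera adjusted p = 0.0806) and without control replicate 2 (camera adjusted p = 0.0523). It also ended with the replicate number as a block (camera adjusted p = 0.05). The camera adjusted p of the FOXO list ranged from 0.0138 to 0.235 over the alternative settings, the highest with an estimated correlation. GADD45A lost its call without control replicate 1 or 2 (edgeR adjusted p = 0.0545 and 0.0517, range over all settings 0.00213 to 0.0545).

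**Figure D3:**
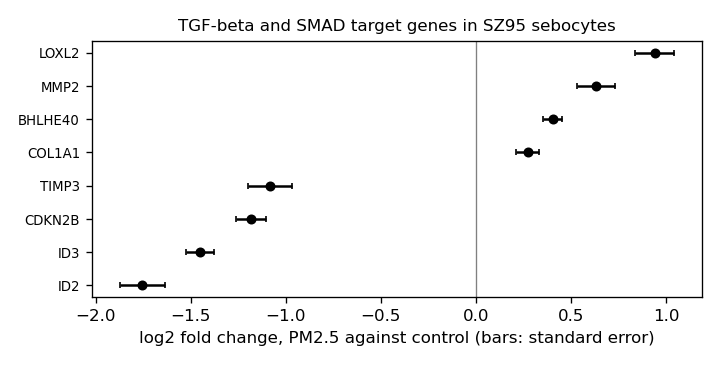
Log2 fold change with PM2.5 of TGFβ and SMAD target genes named in the text, with its standard error as a bar. Filled points have an edgeR adjusted p under 0.05, and ID3 lies at -1.45.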

TGFβ-SMAD and FoxO3 signaling were associated with the differentiation and lipid synthesis of sebocytes [26,27]. These results imply that PM_2.5_ affects sebocyte differentiation, lipid synthesis, and inflammation by altering various signaling pathways. Furthermore, IPA predicted diseases and biological functions in PM_2.5_-treated SZ95 sebocytes (Table 3). 

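The level of PPARG (Gene ID 5468), the nuclear receptor that drives sebocyte differentiation, was 15.2 ± 0.722 CPM in control and 21.4 ± 1.02 CPM in PM2.5-treated cells (SD, n = 3). PPARG thus rose with a log2 fold change of 0.49 (SE 0.066, edgeR adjusted p = 0.000823). FADS2 (Gene ID 9415), the sebaceous fatty acid desaturase, rose by a log2 fold change of 0.71 (SE 0.051, edgeR adjusted p = 7.49e-05), from 259 ± 11.4 to 424 ± 17.3 CPM (SD, n = 3). KRT7 (Gene ID 3855), a keratin of glandular epithelia, fell from 1411 ± 48.6 CPM in control to 1030.5 ± 146 CPM in PM2.5-treated cells (SD, n = 3). For KRT7 the log2 fold change was -0.45 (SE 0.095, edgeR adjusted p = 0.00617). PM2.5 lowered SOX9 (Gene ID 6662), a transcription factor of hair follicle and sebaceous gland progenitors, from 69.2 ± 0.133 to 38.4 ± 1.62 CPM (SD, n = 3), a log2 fold change of -0.85 (SE 0.049, edgeR adjusted p = 3.46e-05). Of 10 measured sebocyte markers, 4 were higher, 4 lower and 2 did not pass the test (4 higher and 4 lower when adjusted over the list alone), with camera adjusted p = 0.804. MGST1 (0.55) and ELOVL3 (0.51) were also higher, MUC1 (-0.14) and PRDM1 (-0.23) also lower, and the lipid droplet protein gene PLIN2 had a log2 fold change of 0.086 (edgeR adjusted p = 0.524). The median of the sebocyte list was -0.0269, its mean 0.0415 and its camera direction higher, and with upper-quartile scaling or library size only the median was above 0, with 4 members higher and 2 lower. Without control replicate 1 or PM2.5 replicate 1, 4 were higher and 2 lower, and without control replicate 2 or PM2.5 replicate 2, 3 and 2. ELOVL3 lost its call without control replicate 2 or 3 or PM2.5 replicate 2 (edgeR adjusted p = 0.0795, 0.0528 and 0.0833, range over all settings 0.00969 to 0.0833). MUC1 lost its call without control replicate 1 or 2 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.0801, 0.0619, 0.11 and 0.091, range over all settings 0.0166 to 0.249) and with upper-quartile scaling and library size only. PRDM1 lost its call without control replicate 1 or 2 or 3 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.0976, 0.0597, 0.0774, 0.0821 and 0.118, range over all settings 0.0227 to 0.125) and with upper-quartile scaling, library size only, no filter on low counts, a mean count of at least 50 and at least 1 count in every library.

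The level of IVL (Gene ID 3713), involucrin of the cornified envelope, was 111 ± 13.0 CPM in control and 39.5 ± 7.76 CPM in PM2.5-treated cells (SD, n = 3). IVL thus fell with a log2 fold change of -1.5 (SE 0.14, edgeR adjusted p = 0.0002). KLK7 (Gene ID 5650), a protease of the stratum corneum, fell by a log2 fold change of -0.84 (SE 0.072, edgeR adjusted p = 0.000141), from 178 ± 13.4 to 99.2 ± 6.77 CPM (SD, n = 3). SBSN (Gene ID 374897), suprabasin, a protein of differentiating epidermis, rose from 0.822 ± 0.0968 CPM in control to 1.7 ± 0.456 CPM in PM2.5-treated cells (SD, n = 3). For SBSN the log2 fold change was 1.07 (SE 0.23, edgeR adjusted p = 0.00689). Of 17 measured markers of epidermal differentiation, 6 were higher, 8 lower and 3 did not pass the test (6 higher and 8 lower when adjusted over the list alone), with camera adjusted p = 0.656. KRT6A (0.63), a paralog of KRT6B that may share its reads, SPRR1B (0.83), the filaggrin gene FLG (0.97) and CNFN (0.30) were also higher, as log2 fold changes, and KRT17 (0.11, edgeR adjusted p = 0.111), SPRR1A (1.05, edgeR adjusted p = 0.231) and RPTN (-0.22, edgeR adjusted p = 0.62) did not pass. The sign of RPTN turned without control replicate 1 (0.030) and without PM2.5 replicate 1 (0.026). The median was -0.218, the mean 0.119 and the camera direction lower. FLG lost its call without PM2.5 replicate 1 (edgeR adjusted p = 0.0534, range over all settings 1.77e-05 to 0.0534). CNFN lost its call without control replicate 1 or 2 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.0962, 0.0956, 0.0784 and 0.0727, range over all settings 0.0119 to 0.0962) and with DESeq2's Wald test and DESeq2 on genes with at least 1 count in every library. KRT17 passed the test without control replicate 3 (edgeR adjusted p = 0.0454, range over all settings 0.012 to 0.29) and with upper-quartile scaling and library size only.

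PM2.5 lowered KRT15 (Gene ID 3866), a keratin of basal progenitors, from 64.9 ± 2.22 to 25.3 ± 1.32 CPM (SD, n = 3), a log2 fold change of -1.36 (SE 0.058, edgeR adjusted p = 1.29e-05). Of 11 measured basal keratinocyte markers, 4 were higher, 4 lower and 3 did not pass the test (4 higher and 4 lower when adjusted over the list alone), with camera adjusted p = 0.865. TP63 (0.49), LAMA3 (0.23) and LAMB3 (0.17) were higher, KRT14 (-1.5), COL17A1 (-0.29) and ITGA6 (-0.18) also lower, and KRT5 (0.11, edgeR adjusted p = 0.173), ITGB4 (0.11, edgeR adjusted p = 0.219) and DST (-0.038, edgeR adjusted p = 0.666) did not pass. The median was 0.108, the mean -0.165 and the camera direction lower, and without control replicate 1 or PM2.5 replicate 2 the direction was higher, with camera adjusted p = 0.93 and 0.865 (camera range over the alternative settings 0.677 to 0.93). Without control replicate 1, 2 or 3, 2 basal markers were higher, and without PM2.5 replicate 1, 1 was. DST turned to 0.0052 without control replicate 1. TP63 lost its call without control replicate 1 or 3 or PM2.5 replicate 1 (edgeR adjusted p = 0.0535, 0.0703 and 0.0664, range over all settings 0.00525 to 0.0703). LAMA3 lost its call without control replicate 2 or 3 or PM2.5 replicate 1 (edgeR adjusted p = 0.0792, 0.0663 and 0.0903, range over all settings 0.00434 to 0.0903). LAMB3 lost its call without control replicate 1 or 2 or PM2.5 replicate 1 or 3 (edgeR adjusted p = 0.0587, 0.106, 0.101 and 0.0585, range over all settings 0.0052 to 0.106). ITGA6 lost its call without control replicate 2 or PM2.5 replicate 2 or 3 (edgeR adjusted p = 0.0623, 0.0921 and 0.0624, range over all settings 0.00794 to 0.133) and with upper-quartile scaling and library size only. ITGB4 passed the test without PM2.5 replicate 2 (edgeR adjusted p = 0.0399, range over all settings 0.0345 to 0.504) and with library size only. DST passed the test without control replicate 3 (edgeR adjusted p = 0.046, range over all settings 0.046 to 0.985). KRT5 passed the test with library size only (edgeR adjusted p = 0.0301, range over all settings 0.0301 to 0.45).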

Lipid metabolism and organismal survival were predicted to be PM_2.5_-associated biological functions, and dermatological diseases and cancer were predicted to be associated diseases.

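The level of CPT2 (Gene ID 1376), a mitochondrial enzyme that turns acylcarnitines back into acyl-CoA for oxidation, was 41.9 ± 1.86 CPM in control and 52.1 ± 2.49 CPM in PM2.5-treated cells (SD, n = 3). CPT2 thus rose with a log2 fold change of 0.31 (SE 0.058, edgeR adjusted p = 0.00346). PPARA (Gene ID 5465), the nuclear receptor that drives fatty acid oxidation, rose by a log2 fold change of 0.43 (SE 0.045, edgeR adjusted p = 0.00029), from 57.1 ± 1.48 to 76.6 ± 0.895 CPM (SD, n = 3). CPT1A (Gene ID 1374), the rate-limiting carnitine palmitoyltransferase, fell from 172 ± 11.5 CPM in control to 141 ± 3.95 CPM in PM2.5-treated cells (SD, n = 3). For CPT1A the log2 fold change was -0.29 (SE 0.057, edgeR adjusted p = 0.00483). Of 25 measured fatty acid oxidation genes, 7 were higher, 2 lower and 16 did not pass the test (7 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 0.195. ACOXL, ACADS (0.55) and EHHADH (0.81) were also higher and PPARGC1A (-1.79), a coactivator of mitochondrial genes, also lower. Under library size alone, 11 of these genes were higher and 2 lower.

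PM2.5 lowered KIF20A (Gene ID 10112), a mitotic kinesin, from 180.0 ± 6.21 to 127 ± 5.83 CPM (SD, n = 3), a log2 fold change of -0.50 (SE 0.051, edgeR adjusted p = 0.000268). The level of BIRC5 (Gene ID 332), which encodes survivin, was 117 ± 2.31 CPM in control and 94.0 ± 1.3 CPM in PM2.5-treated cells (SD, n = 3). BIRC5 thus fell with a log2 fold change of -0.32 (SE 0.042, edgeR adjusted p = 0.000779). Of 39 measured genes of mitosis and DNA replication, 2 were higher, 15 lower and 22 did not pass the test (2 higher and 16 lower when adjusted over the list alone), with camera adjusted p = 0.0185, and adjusted p = 0.549 with an estimated correlation. BUB1 (0.37) and CDK1 (0.34) were higher and MCM3 (-0.33) and RRM2 (-0.24) also lower. With library size only, 3 were higher and 7 lower, the median was 0.0032 and the camera adjusted p 0.101. Without PM2.5 replicate 3, 4 were higher and 9 lower and the camera adjusted p was 0.0781, and over the alternative settings the camera adjusted p ranged from 0.00643 to 0.549, the highest with an estimated correlation. CDK1 lost its call without PM2.5 replicate 2 (edgeR adjusted p = 0.0619, range over all settings 0.000543 to 0.0619).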

We validated the signaling pathways of the predicted upstream regulators. The processed mature forms of SREBP1 and SREBP2 were found to be higher in the nucleus of PM_2.5_-treated SZ95 sebocytes than those in the control group (Figure 2a and Figure S4a). Moreover, PM_2.5_ treatment increased the phosphorylation of MAP2K5 and MAPK7 (Figure 2b and Figure S4b) and inhibited TGFβ-induced phosphorylation of SMAD3 compared with the control (Figure 2c and Figure S4c). The expression level of FoxO3a was decreased by PM_2.5_ (Figure 2d and Figure S4d). These results indicate that alterations in SREBP-, MAPK-, TGFβ-SMAD-, and FoxO3a-signaling activity by PM_2.5_ exposure may contribute to the induction of alterations in SZ95 sebocytes.

### 2.4. Effect of PM_2.5_ on Lipid Production, ROS Generation, and Lipid-Peroxidation in SZ95 Sebocytes

According to the lipid staining results, lipid content was increased by PM_2.5_ (Figure 3a). Furthermore, using liquid chromatography–tandem mass spectrometry (LC-MS/MS), we found that PM_2.5_ induced lipid compositional changes, with increased levels of cholesterol and free fatty acids (FAs) and decreased levels of squalene and triglycerides compared with the control (Figure 3b). We also tested whether PM_2.5_ increases ROS generation and lipid peroxidation. We found that PM_2.5_ increased intracellular ROS generation and lipid peroxidation (Figure 3c,d). These results indicate that PM_2.5_ can cause damage, including increased lipid synthesis, ROS generation, lipid peroxidation, and altered lipid composition in sebocytes.

### 2.5. Confirmation of PM_2.5_ Effects on Human Skin Tissue

Immunohistochemical analysis was performed on human tissue (HairSkin^®^) to confirm the PM_2.5_-induced alterations. The expression levels of CYP1B1, SERBP1, IL1B, and interleukin 6 (IL6) were increased, and the expression of claudin1 was decreased by PM_2.5_ (Figure 4). Cytokeratin 7 and mucin 1 were used as markers for the sebaceous glands.

## 3. Discussion

In this study, we demonstrated the harmful effects of PM_2.5_ on SZ95 sebocytes and human skin tissue through transcriptome analysis. PAHs, which are components of PM_2.5_, regulate the expression of xenobiotic-metabolizing enzymes (XMEs) through the AHR/AHR nuclear translocator (ARNT) [21]. XMEs are classified into phase I, adding functional groups such as an oxide and epoxide into the substrate, and phase II, conjugating with moieties such as glucuronide, acetate, sulfate, glutamine, thiocyanate, and glucoside to facilitate excretion [28]. In our transcriptome analysis, the expression of type I XMEs, such as CYP450 (CYP1A1 and CYP1B1), aldehyde dehydrogenase (ALDH1L1, ALDH3A1, and ALDH1A1), and prostaglandin-endoperoxide synthases (PTGS1), and type 2 XMEs, such as UDP glucuronosyltransferases (UGT1A6 and UGT1A3), glutathione S-transferases, mu 2 (GSTM2), and sulfotransferases (SULT1A2 and SULT1E1), were highly altered by PM_2.5_.

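ALDH3A1 (Gene ID 218), an aldehyde dehydrogenase induced through AHR, rose by a log2 fold change of 1.75 (SE 0.17, edgeR adjusted p = 0.000244), from 1.38 ± 0.396 to 4.68 ± 0.110 CPM (SD, n = 3). ALDH1L1 (Gene ID 10840), a folate-dependent dehydrogenase, rose from 2.59 ± 0.164 CPM in control to 8.28 ± 0.713 CPM in PM2.5-treated cells (SD, n = 3). For ALDH1L1 the log2 fold change was 1.68 (SE 0.10, edgeR adjusted p = 3.81e-05). PM2.5 raised GSTM4 (Gene ID 2948), a glutathione S-transferase of the mu class, from 11.3 ± 0.744 to 20.1 ± 1.36 CPM (SD, n = 3), a log2 fold change of 0.83 (SE 0.078, edgeR adjusted p = 0.00021). The level of SULT1A1 (Gene ID 6817), a phenol sulfotransferase, was 20.1 ± 1.02 CPM in control and 37.8 ± 1.3 CPM in PM2.5-treated cells (SD, n = 3). SULT1A1 thus rose with a log2 fold change of 0.91 (SE 0.060, edgeR adjusted p = 5.11e-05). Of 19 measured aldehyde dehydrogenases, 10 were higher, 3 lower and 6 did not pass the test (10 higher and 3 lower when adjusted over the list alone), with camera adjusted p = 0.0212, and adjusted p = 0.483 with an estimated correlation. ALDH3B1 (0.89) and ALDH6A1 (0.64) were also higher, and ALDH1A1, ALDH18A1 (-0.15) and ALDH16A1 (-0.20) lower. With library size only or upper-quartile scaling 11 were higher and 1 lower, and without control replicate 1, control replicate 2 or PM2.5 replicate 1 there were 10 higher and 1 lower. Of 15 measured glutathione S-transferases, 9 were higher, none lower and 6 did not pass the test (10 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.00583, and adjusted p = 0.235 with an estimated correlation. MGST1, GSTM2 (1.15) and GSTO2 (0.55) were also higher, and GSTM genes are close paralogs that may share reads. Of 6 measured sulfotransferases, 2 were higher, 1 lower and 3 did not pass the test (2 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.669. SULT1A2 (1.1), a paralog of SULT1A1, was higher, SULT1E1 lower, and SULT4A1 (0.33, edgeR adjusted p = 0.0772), SULT1A3 (-0.21, edgeR adjusted p = 0.0948) and SULT2B1 (-0.17, edgeR adjusted p = 0.196) did not pass. There were 2 higher and 3 lower sulfotransferases without control replicate 1. All 11 enzymes that the Discussion names passed a fold change over 2 and an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 9 higher and 2, SULT1E1 and ALDH1A1, lower. The study chose these 11 on the same samples, so the count is not independent evidence. ALDH18A1 lost its call without control replicate 1 or 2 or 3 or PM2.5 replicate 1 or 3 (edgeR adjusted p = 0.0785, 0.0569, 0.0511, 0.101 and 0.0926, range over all settings 0.0279 to 0.278) and with upper-quartile scaling and library size only. ALDH16A1 lost its call without control replicate 1 or 2 or 3 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.0645, 0.0951, 0.0579, 0.142 and 0.113, range over all settings 0.0223 to 0.16) and with upper-quartile scaling, library size only and no filter on low counts. SULT1A3 passed the test without control replicate 1 (edgeR adjusted p = 0.0451, range over all settings 0.0451 to 0.268). SULT2B1 passed the test without control replicate 1 (edgeR adjusted p = 0.0436, range over all settings 0.0436 to 0.513). SULT4A1 passed the test with library size only (edgeR adjusted p = 0.036, range over all settings 0.036 to 0.216).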

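ALDH1A1 (Gene ID 216), a retinaldehyde dehydrogenase, fell by a log2 fold change of -1.3 (SE 0.15, edgeR adjusted p = 0.000398), from 3.17 ± 0.345 to 1.27 ± 0.180 CPM (SD, n = 3). ALDH1A3 (Gene ID 220), another retinaldehyde dehydrogenase, rose from 2626 ± 63.2 CPM in control to 3757 ± 313 CPM in PM2.5-treated cells (SD, n = 3). For ALDH1A3 the log2 fold change was 0.52 (SE 0.065, edgeR adjusted p = 0.000609). PM2.5 raised CRABP2 (Gene ID 1382), which carries retinoic acid to the nucleus, from 197 ± 5.34 to 251 ± 15.9 CPM (SD, n = 3), a log2 fold change of 0.35 (SE 0.055, edgeR adjusted p = 0.00179). The level of LRAT (Gene ID 9227), which stores retinol as esters, was 5.93 ± 0.615 CPM in control and 8.24 ± 0.670 CPM in PM2.5-treated cells (SD, n = 3). LRAT thus rose with a log2 fold change of 0.48 (SE 0.10, edgeR adjusted p = 0.00718). Of 30 measured genes of retinoid metabolism and its receptors, 7 were higher, 11 lower and 12 did not pass the test (8 higher and 13 lower when adjusted over the list alone), with camera adjusted p = 0.195. RDH10, RARB and the receptor gene RXRA (-0.46) were also lower, and DHRS4 (0.32) also higher, as log2 fold changes. Without control replicate 1 or PM2.5 replicate 3, 4 were higher and 11 lower, without control replicate 2, 3 and 11, and without PM2.5 replicate 1, 3 and 10. DHRS4 lost its call without control replicate 2 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.0582, 0.0543 and 0.0504, range over all settings 0.00656 to 0.0582).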

The expression of ALDH1A1, a well-known enzyme for all-trans-retinoic acid (ATRA), was downregulated by PM_2.5_. We also found that the expression of retinol dehydrogenase 10 (RDH10), an enzyme that oxidizes retinol into retinal aldehyde, and retinoic acid receptor beta (RARB), an ATRA receptor, was decreased by PM_2.5_ (Figure 1b) [22,29]. As ATRA reduces lipid synthesis in the sebaceous gland, a low concentration of ATRA is important for the function of sebaceous glands that produce lipids. Additionally, we found that the expression of hydroxysteroid 17-beta dehydrogenase 1 (HSD17B1), which reduces estrone to 17β-estradiol (the most active form), was downregulated in PM_2.5_-treated SZ95 sebocytes (Figure 1b) [30]. Furthermore, CYP1A1 was capable of catalyzing the 2-hydroxylation of estradiol to produce less active estrogen [31]. Estrogen (17β-estradiol) inhibited lipogenesis in the sebaceous glands [8]. Thus, these results indicate the possibility that PM_2.5_ causes the downregulation of ATRA-mediated signaling and the reduction of active estrogen; the altered retinol metabolism and steroid hormone metabolism subsequently affect sebocyte functions, such as lipid synthesis.

There are differences in the sebum of subjects in areas with and without severe pollution. Increased sebum excretion rates and lower concentrations of squalene were observed in highly polluted regions [32,33]. Liao et al. reported that PM_2.5_ disrupts barrier functions by upregulating cholesterol synthesis in human keratinocytes and a three-dimensional epidermis tissue model [34]. Kwack et al. showed that PM_10_ (100 μg/mL) increases the expression of inflammatory cytokines and ROS production in sebocytes and upregulates sebum production and inflammatory nodule production in *Cutibacterium acnes*-induced mice [35]. 

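ACSS2 (Gene ID 55902), which makes acetyl-CoA from acetate, rose by a log2 fold change of 1.25 (SE 0.054, edgeR adjusted p = 1.29e-05), from 82.0 ± 0.944 to 195 ± 12.0 CPM (SD, n = 3). FASN (Gene ID 2194), fatty acid synthase, rose from 404 ± 7.07 CPM in control to 807 ± 55.3 CPM in PM2.5-treated cells (SD, n = 3). For FASN the log2 fold change was 1.0 (SE 0.057, edgeR adjusted p = 3.19e-05). ACACA (Gene ID 31), acetyl-CoA carboxylase, the rate-limiting enzyme of the pathway, rose with a log2 fold change of 0.65 (SE 0.044, edgeR adjusted p = 5.4e-05). PM2.5 lowered SCD5 (Gene ID 79966), a paralog of SCD, from 152 ± 6.74 to 94.6 ± 3.28 CPM (SD, n = 3), a log2 fold change of -0.69 (SE 0.051, edgeR adjusted p = 8.33e-05). Of 23 measured enzymes of fatty acid synthesis and desaturation, 16 were higher, 2 lower and 5 did not pass the test (17 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 5.31e-05, and adjusted p = 0.235 with an estimated correlation. SCD5 and MCAT (-0.18) were the lower ones, and ELOVL4 (0.33, edgeR adjusted p = 0.0514), ELOVL7 (-0.43, edgeR adjusted p = 0.311), ELOVL6 (0.11, edgeR adjusted p = 0.321), ELOVL1 (-0.062, edgeR adjusted p = 0.394) and ELOVL2 (-0.019, edgeR adjusted p = 0.962), elongases of long fatty acids, did not pass, with log2 fold changes first. The value of ELOVL2 was 0.21 without control replicate 1, and without control replicate 3 or PM2.5 replicate 2 it was 0.016 and 0.057. MCAT lost its call without control replicate 1 or PM2.5 replicate 1 or 2 (edgeR adjusted p = 0.072, 0.0898 and 0.0777, range over all settings 0.0197 to 0.127) and with library size only. ELOVL4 passed the test without control replicate 1 (edgeR adjusted p = 0.038, range over all settings 0.0208 to 0.174) and with DESeq2's Wald test, limma-voom, upper-quartile scaling, library size only and DESeq2 on genes with at least 1 count in every library. ELOVL7 passed the test without PM2.5 replicate 3 (edgeR adjusted p = 0.00121, range over all settings 0.00121 to 0.693).

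The level of MGLL (Gene ID 11343), monoacylglycerol lipase, was 35.7 ± 0.443 CPM in control and 64.9 ± 2.99 CPM in PM2.5-treated cells (SD, n = 3). MGLL thus rose with a log2 fold change of 0.86 (SE 0.052, edgeR adjusted p = 3.78e-05). HILPDA (Gene ID 29923), an inhibitor of lipolysis on lipid droplets, fell by a log2 fold change of -0.44 (SE 0.082, edgeR adjusted p = 0.00369), from 14.2 ± 1.36 to 10.5 ± 0.198 CPM (SD, n = 3). G0S2 (Gene ID 50486), another inhibitor of lipolysis, fell from 9.86 ± 0.330 CPM in control to 7.67 ± 0.216 CPM in PM2.5-treated cells (SD, n = 3). For G0S2 the log2 fold change was -0.36 (SE 0.069, edgeR adjusted p = 0.0041). Of 25 measured genes of triglyceride synthesis and lipid droplets, 6 were higher, 6 lower and 13 did not pass the test (8 higher and 6 lower when adjusted over the list alone), with camera adjusted p = 0.481. LPIN1 (0.65) and FITM2 (0.54) were also higher and the lipase gene LIPE (Gene ID 3991) was lower at -0.36.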

The expression of various genes related to lipid metabolism changed in our RNA-seq analysis, and the activation of signaling pathways related to cholesterol biosynthesis was analyzed using IPA. As a result, PM_2.5_ increased lipid synthesis and peroxidation. Moreover, it altered the lipid composition by decreasing squalene and triglyceride levels and increasing cholesterol and free FA levels. In addition, the expression of stearoyl-CoA desaturase (SCD), an FA desaturase enzyme, was elevated in PM_2.5_-treated SZ95 sebocytes (Figure 1b,c). Increased sebum production, alterations in lipid composition, increased sebum oxidation particularly for squalene, and the altered ratio between saturated and unsaturated FAs in skin diseases such as acne have been reported [36,37,38,39]. Triglycerides are catalyzed to free FAs by resident and microflora lipases, such as *Propionibacterium acnes*, leading to the activation of inflammasome [40]. Moreover, free FAs, such as palmitic acid, induce lipid synthesis and increase the secretion of IL6 and IL8 [41]. Therefore, alterations in lipid metabolism and the increase in lipid peroxidation by PM_2.5_ may result in the dysfunction of sebaceous glands and the development of skin diseases. In our analysis, SREBP-, TGFβ-SMAD-, MAPK-, and FoxO3a-related signaling pathways were predicted with PM_2.5_-induced phenomena-related signaling pathways. SREBPs regulate lipid homeostasis by activating the genes required for lipid synthesis, including cholesterol, FAs, and triacylglycerol as transcription factors [24]. Furthermore, PM induces inflammasomes by activating SREBP1 in human pulmonary fibroblasts [23]. TGFβ signaling maintains sebocytes in an undifferentiated state by decreasing the expression of lipogenesis-related genes [27]. MAPKs regulate a wide range of cellular homeostatic processes, including proliferation, differentiation, survival, apoptosis, and responses to stress conditions. Suppression of MAP2K5–MAPK7 signaling downregulates SREBP target genes and decreases lipid synthesis in small cell lung cancer cells [25]. The transcription factor FoxO3 regulates biological processes such as apoptosis, cell cycle, oxidative stress resistance, and inflammation [42]. Melnik reported that ATRA promoted apoptosis by upregulating the expression of FoxO3a and its direct target, tumor necrosis factor (ligand) superfamily member 10 (TNFSF10), thereby downregulating sebum secretion [26,43]. In our results, PM_2.5_ decreased the expression of TNFSF10 and FoxO3a (Figure 1b and Figure 2d). 

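CTNNB1 (Gene ID 1499), which encodes β-catenin, was measured at 310.1 ± 4.74 CPM in control and 298 ± 10.6 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of -0.056 (SE 0.044, edgeR adjusted p = 0.332). With library size only its log2 fold change was 0.025. WNT3A (Gene ID 89780), a canonical WNT ligand, was measured at 0.771 ± 0.103 CPM in control and 0.588 ± 0.169 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of -0.37 (SE 0.25, edgeR adjusted p = 0.263). LRP6 (Gene ID 4040), a WNT co-receptor, was measured at 38.9 ± 3.39 CPM in control and 42.1 ± 1.22 CPM in PM2.5-treated cells (SD, n = 3), with a log2 fold change of 0.11 (SE 0.070, edgeR adjusted p = 0.222). PM2.5 lowered APCDD1 (Gene ID 147495), a WNT inhibitor and target, from 44.1 ± 9.18 to 10.5 ± 1.19 CPM (SD, n = 3), a log2 fold change of -2.08 (SE 0.15, edgeR adjusted p = 7.83e-05). The level of TCF7L1 (Gene ID 83439), a repressor at WNT target genes, was 31.0 ± 2.45 CPM in control and 13.8 ± 2.12 CPM in PM2.5-treated cells (SD, n = 3). TCF7L1 thus fell with a log2 fold change of -1.17 (SE 0.11, edgeR adjusted p = 0.000236). DKK3 (Gene ID 27122), a Dickkopf family member, rose by a log2 fold change of 0.81 (SE 0.062, edgeR adjusted p = 9.97e-05), from 18.2 ± 0.234 to 31.9 ± 1.99 CPM (SD, n = 3). Of 22 measured WNT and β-catenin target genes, 4 were higher, 9 lower and 9 did not pass the test (4 higher and 9 lower when adjusted over the list alone), with camera adjusted p = 0.195. DKK3, KREMEN1 (0.61), NKD1 (1.32) and RNF43 (1.35) were the higher ones, and CCND1 (-0.65) was among the lower. RNF43 lost its call without control replicate 1 or 2 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.0541, 0.0931, 0.0591, 0.105 and 0.0588, range over all settings 0.0165 to 0.105) and with DESeq2's Wald test and DESeq2 on genes with at least 1 count in every library.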

Although the changes in activity were not validated in this study, wnt-β-catenin signaling pathway-related factors, such as catenin beta 1 (CTNNB1), WNT3A, and low-density lipoprotein receptor-related protein 6 (LRP6), were predicted by IPA to be inhibited upstream regulators (Table 2). The wnt-β-catenin signaling pathway plays a role in regulating the differentiation of sebaceous glands [12,44,45]. Thus, wnt-β-catenin signaling may be associated with PM_2.5_-induced sebocyte damage.

In summary, this study investigated the effects of PM_2.5_ on SZ95 sebocytes via transcriptome analysis. We showed that PM_2.5_ increased lipid synthesis, lipid peroxidation, inflammatory cytokine expression, and oxidative stress; moreover, it altered lipid composition and expression of cell barrier-related proteins in SZ95 sebocytes. We also identified the signaling pathways related to the harmful effects of PM_2.5_ and validated the altered activity of the signaling pathways in PM_2.5_-exposed sebocytes and human skin models. Further studies are required to elucidate the causal relationship between skin irritant reaction by PM_2.5_ through hair follicles and skin disease aggravations. Nevertheless, the elucidated molecular alterations in the expression levels of DEGs and analysis of the associated mechanisms provide novel biomarkers and therapeutic targets to relieve the symptoms of skin damage caused by PM_2.5_.

## 4. Materials and Methods

### 4.1. PM_2.5_ Preparation and Analysis

Ambient PM_2.5_ was collected on a polytetrafluoroethylene filter (Zefluor™; Pall Life Science, Mexico City, Mexico) using a high-volume sampler machine (TE6070; Tisch Environmental Inc., Cleves, OH, USA) equipped with a PM_2.5_ selective-inlet head at a flow rate of 1.13 m^3^/min. Sample collection of PM2.5 was carried out on the rooftop of the Amorepacific Corporation R&I building located in Yongin, Korea (37°15′ N, 127°06′ E), from January to April 2018. PM_2.5_ was extracted from the collected samples and resuspended in 20% ethanol. The detailed methods were described in a previous study [3,7].

### 4.2. Cell Culture

The immortalized human sebaceous gland cell line SZ95 (SZ95 sebocyte), which has been demonstrated to express the characteristics of human sebocytes [19], was cultured in Dulbecco’s modified Eagle medium (DMEM)/F-12 containing 10% heat-inactivated fetal bovine serum, 1% penicillin/streptomycin (P/S; Gibco, Grand Island, NY, USA), 5 ng/mL human epidermal growth factor, and 1 mM CaCl_2_ (Sigma-Aldrich, St. Louis, MO, USA). Cells were maintained in a humidified atmosphere of 5% CO_2_ at 37 °C; the medium was replaced every 2–3 days. SZ95 sebocytes were used at 30–39 passages and 80–90% confluence for the experiments. SZ95 sebocytes were treated with 20% ethanol or PM_2.5_ (100 μg/mL) in phenol-red free DMEM/F-12 (Gibco, Grand Island, NY, USA) containing 1% P/S for 24 h for RNA-seq.

### 4.3. RT-qPCR Analysis

Total RNA was isolated using TRIzol reagent (Ambion, Carlsbad, CA, USA) according to the manufacturer’s protocol and quantified using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA, USA). cDNA was generated from 1 μg of RNA using the RevertAid First Strand cDNA Synthesis Kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RT-qPCR was performed in a solution containing 1 μL of cDNA, TaqMan Universal Master Mix II (Applied Biosystems, Foster City, CA, USA), and TaqMan probes using a 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA, USA). The parameters and TaqMan probes that were used are summarized in the Supplementary Material.

### 4.4. Western Blotting of Cell Lysates and ELISA

Sub-confluent cells were treated with PM_2.5_ or TGFβ (5 ng/mL) for various durations. To measure the IL6 secretion level, the medium was spun down at 2000 rpm for 5 min and analyzed using an ELISA kit (#BMS213HS; Invitrogen, Vienna, Austria) according to the manufacturer’s protocol. To detect nuclear proteins, fractionation of cytosolic and nuclear proteins was performed using a hypotonic buffer. For Western blot analysis, cell lysates were resuspended in a sodium dodecyl sulfate (SDS) sample buffer containing a reducing buffer, resolved by SDS-polyacrylamide gel electrophoresis (PAGE), and transferred to a polyvinylidene difluoride membrane. The antibodies that were used are listed in the Supplementary Material.

### 4.5. Measurement of Lipid Production

SZ95 sebocytes were seeded on glass coverslips coated with collagen I and were then treated with PM_2.5_ (100 μg/mL) for 48 h. Following incubation, the cells were washed with phosphate-buffed saline (PBS) and treated with Bodipy 493/503 (2 μM; Invitrogen, Eugene, OR, USA) for 30 min at 37 °C. Subsequently, the cells were washed thrice with PBS and fixed with 4% paraformaldehyde. A mounting medium containing DAPI (P36962; Invitrogen, Eugene, OR, USA) was used for nuclear staining. The cells were observed under a confocal microscope (LSM980; Zeiss, Oberkochen, Germany).

### 4.6. Measurement of ROS and Lipid Peroxidation

SZ95 sebocytes were seeded on glass coverslips coated with collagen I. For ROS measurements, the cells were treated with PM_2.5_ for 2 h and with CellROX Green (5 μM; Life Technologies, Carlsbad, CA, USA) for the last 30 min. The cells were then washed thrice with PBS and fixed with 4% paraformaldehyde. A mounting medium containing DAPI was used for nuclear staining. For detection of lipid peroxidation, the SZ95 sebocytes were treated with PM_2.5_ for 24 h and then 5 μM diphenyl-1-pyrenylphosphine (DPPP; Invitrogen, Eugene, OR, USA) for 30 min at 37 °C. The cells were observed under a confocal microscope (LSM980; Zeiss, Oberkochen, Germany).

### 4.7. Human Skin Tissue Model and Immunohistochemistry

HairSkin^®^ models purchased from Genoskin (Toulouse, France) were cultured in a humidified atmosphere of 5% CO_2_ at 37 °C for 24 h, and PM_2.5_ (20 μg/cm^2^) was applied on the surface of the HairSkin^®^ models for 0, 2, 4, or 6 days. HairSkin^®^ models were fixed with 10% formalin (Sigma-Aldrich, St. Louis, MO, USA) for paraffin-embedded sectioning. The paraffin-embedded tissues were sliced into 3-μm sections and stained with hematoxylin and eosin, along with the specific antibodies listed in the supplementary materials. The stained sections were visualized under an optical microscope (Olympus, Tokyo, Japan).

## Figures and Tables

**Figure 1:**
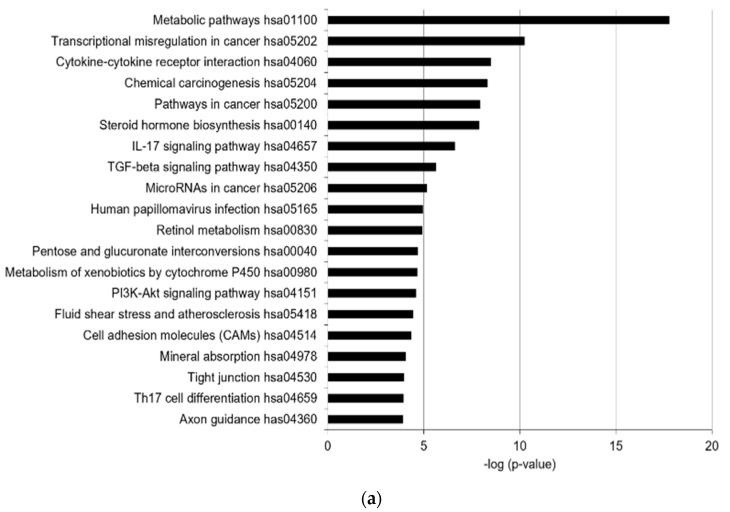

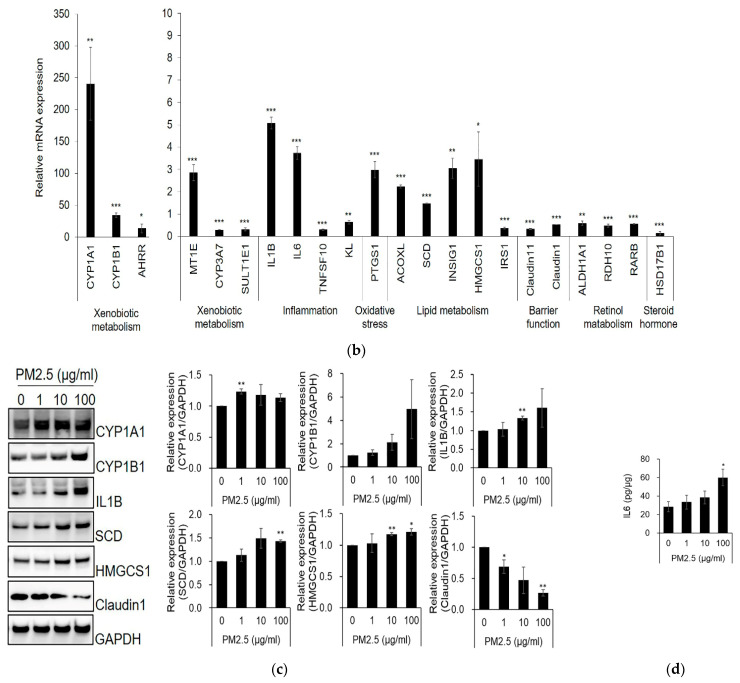
PM_2.5_ alters the expression of xenobiotic metabolism, inflammatory response, oxidative stress, lipid metabolism, and cell barrier-related factors. Transcriptome analysis with RNA-seq was performed using SZ95 sebocytes treated with PM_2.5_ (100 μg/mL) and a control group. The top 20 most prevalent KEGG terms (**a**) were obtained from pathway enrichment analysis of differentially expressed genes (DEGs; |fold changes| > 2, *p*-value < 0.05) in SZ95 sebocytes with PM_2.5_ treatments. Bars represent −log10 (*p*-value). *p*-values were calculated by modified Fisher’s exact tests. (**b**) RT-qPCR was performed to analyze the mRNA expression of DEGs. (**c**) The expression levels were analyzed by SDS-PAGE and immunoblotting for the indicated antibodies. The relative expression levels of proteins were quantified using the Image J program. (**d**) IL6 secretion was analyzed by ELISA and normalized to the total protein. Data were analyzed by Student’s *t*-test (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. untreated control; n = 3).

**Figure 2:**
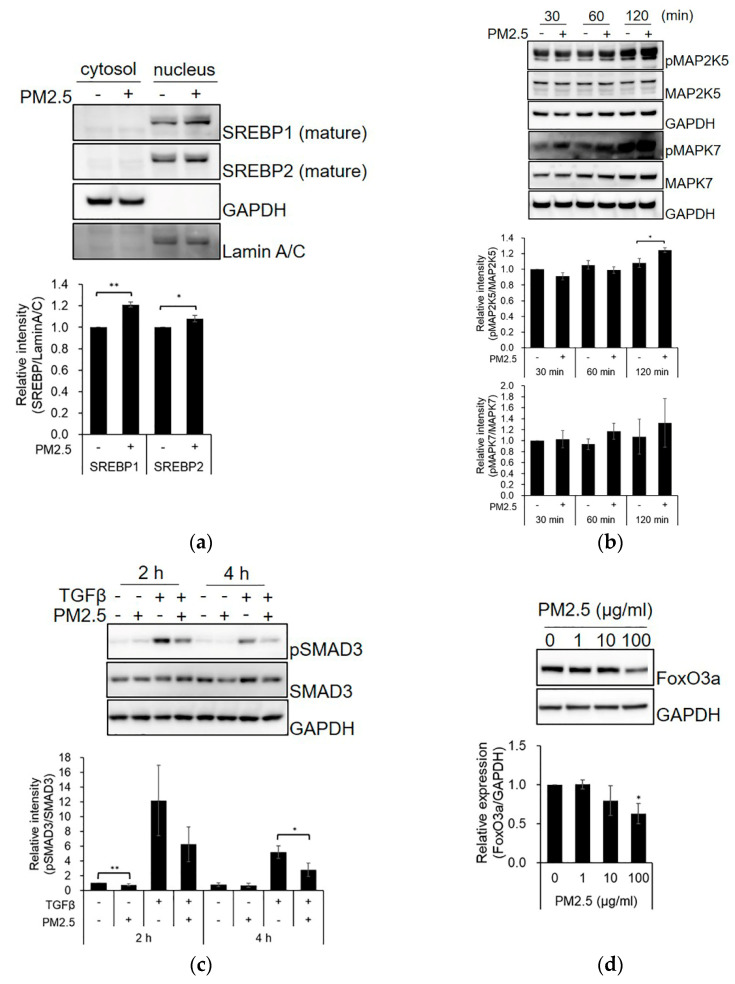
PM_2.5_ affects SREBP-, MAPK-, TGFβ-SMAD3-, and FoxO3a-related signaling. (**a**) SZ95 sebocytes were treated with PM_2.5_ (100 μg/mL) for 48 h. The cells were lysed with hypotonic buffer, and the cytosolic fraction and nuclei were separated. SZ95 sebocytes were treated with PM_2.5_ or TGFβ for the indicated times (**b**,**c**) or 48 h (**d**). The expression levels were analyzed by SDS-PAGE and immunoblotting for the indicated antibodies. The relative intensity of proteins was quantified using the Image J program. Data were analyzed by Student’s *t*-test (* *p* < 0.05, ** *p* < 0.01 vs. untreated control; n = 3).

**Figure 3:**
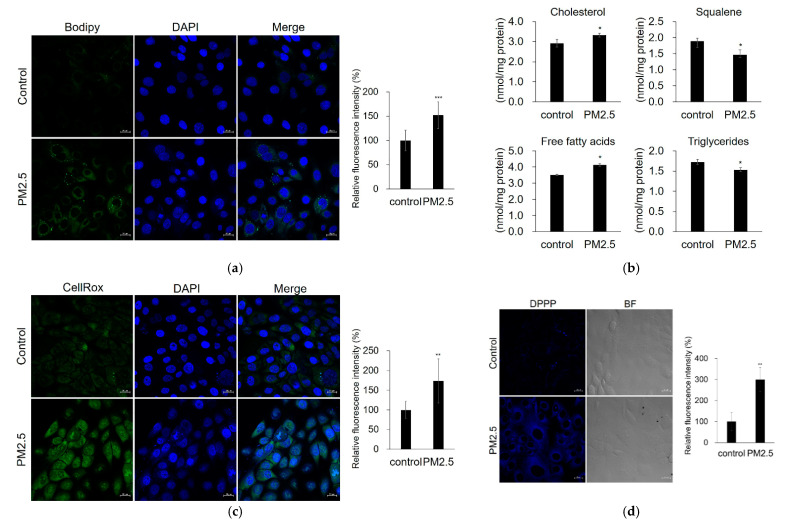
PM_2.5_ increases lipid production, ROS generation, and lipid peroxidation. SZ95 sebocytes were treated with PM_2.5_ (100 μg/mL). (**a**) Lipid production was analyzed by Bodipy 493/503 staining (green) and confocal microscopy. (**b**) Relative levels of major lipid classes were determined by LC–MS/MS. (**c**) ROS generation was analyzed by CellROX Green. (**d**) Lipid peroxidation was measured by DPPP staining (blue). Nuclei were stained with DAPI (blue). The fluorescence intensity was calculated using the Zen software and normalized to the DAPI fluorescence intensity (lipid production and ROS generation) or cell number (lipid peroxidation). Data were analyzed by Student’s *t*-test (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. control). Original magnification: 400×. Scale bars: 20 µm.

**Figure 4:**
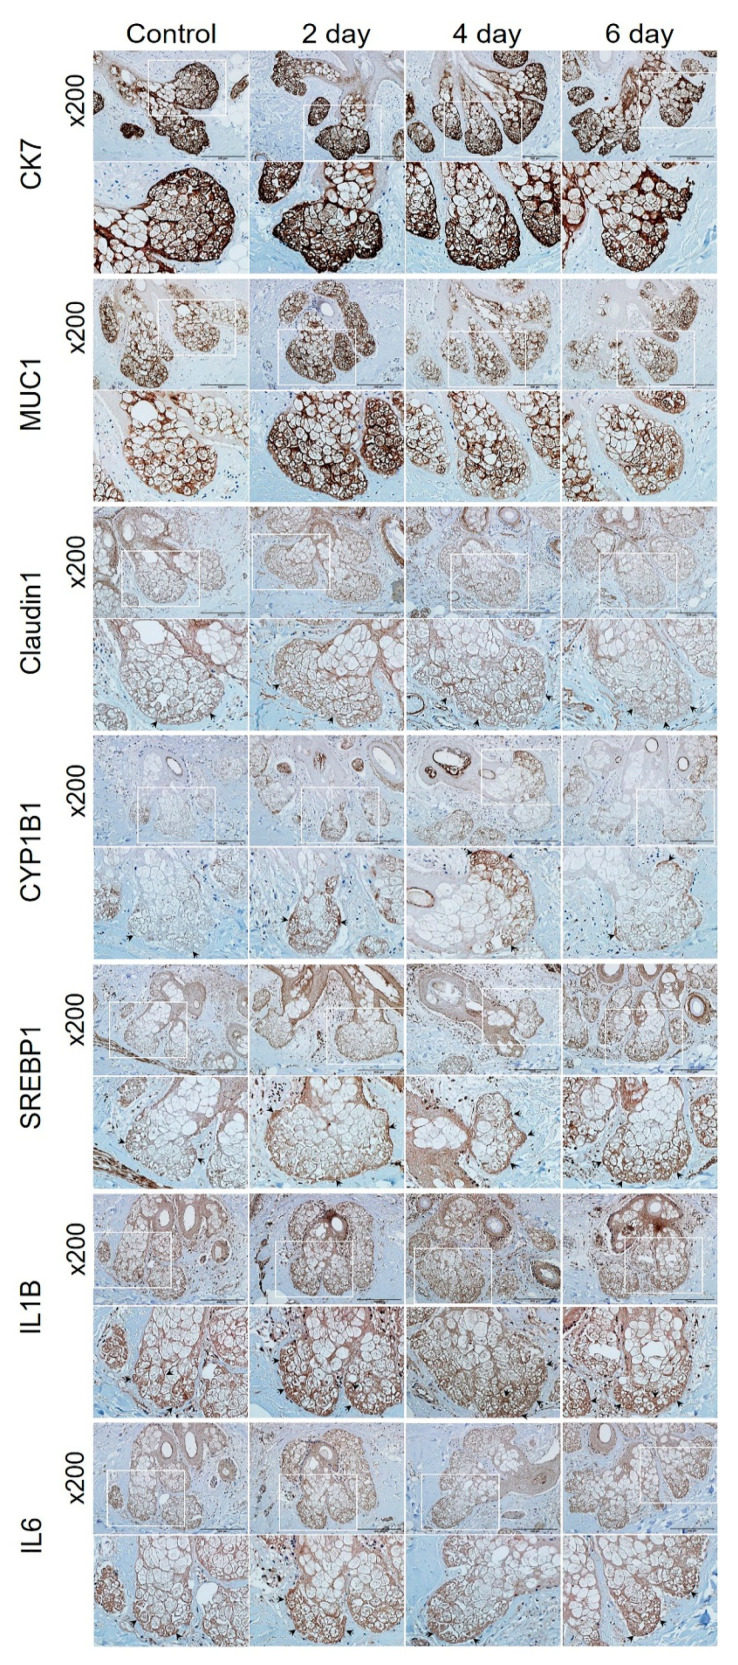
Immunohistochemical analysis of HairSkin^®^. HairSkin^®^ was treated with PM_2.5_ (20 µg/ cm^2^) for the indicated number of days. HairSkin^®^ sections were stained with each antibody of cytokeratin 7 (CK7), mucin 1 (MUC1), claudin1, CYP1B1, SREBP1, IL1B, and IL6. Squares marked in white represent the enlarged areas; the arrows point to representative stained regions. Original magnification: 200×. Scale bars: 200 µm.

**Table 1:** Top canonical pathways of DEGs identified by Ingenuity Pathway Analysis (IPA). Top canonical pathways were analyzed using DEGs (|fold changes| > 1.5, *p*-value < 0.01). Z-score indicates the predicted activation (positive value) or inhibition (negative value) of the canonical pathway. Ratio is calculated by dividing the number of the DEGs in a pathway by the total number of genes that make up the pathway. Molecules are genes in the DEGs that are related to the pathway. *p*-values were calculated by right-tailed Fisher’s exact tests.

Ingenuity Canonical Pathways	−Log (*p*-Value)	Ratio	*z*-Score	Molecules
Xenobiotic metabolism AHR signaling pathway	6.41	0.23	3.578	ABCG2, AHRR, ALDH1A1, ALDH1L1, ALDH3A1, ALDH3B1, ALDH3B2, ALDH6A1, CYP1A1, CYP1B1, GSTA4, GSTM2, GSTM3, GSTM4, IL1A, IL1B, IL6, UGT1A1, UGT1A3, UGT1A6
Superpathway of cholesterol biosynthesis	5.17	0.345	3.162	ACAT2, CYP51A1, DHCR7, FDFT1, FDPS, HMGCR, HMGCS1, LSS, MSMO1, MVD
Cholesterol Biosynthesis I	3.07	0.385	2.236	CYP51A1, DHCR7, FDFT1, LSS, MSMO1
Cholesterol Biosynthesis II (via 24,25-dihydrolanosterol)	3.07	0.385	2.236	CYP51A1, DHCR7, FDFT1, LSS, MSMO1
Cholesterol Biosynthesis III (Via Desmosterol)	3.07	0.385	2.236	CYP51A1, DHCR7, FDFT1, LSS, MSMO1
Role of IL-17A in psoriasis	2.9	0.357	−2.236	CXCL1, CXCL6, CXCL8, S100A8, S100A9
Thyroid cancer signaling	2.4	0.152	−2.887	CCND1, CXCL8, FOS, IRS1, jun, myc, PIK3R3, RAP2B, RASD2, TCF4, TCF7L1, TP53
Superpathway of Geranylgeranyldiphosphate Biosynthesis I (via mevalonate)	2.36	0.278	2.236	ACAT2, FDPS, HMGCR, HMGCS1, MVD
Estrogen-dependent breast cancer signaling	1.96	0.139	−2.236	AKR1C1/AKR1C2, CCND1, FOS, HSD17B1, HSD17B14, HSD17B2, HSD17B3, JUN, PIK3R3, RAP2B, RASD2
eNOS signaling	1.09	0.0943	2.496	BDKRB1, CALML5, CAV1, CCNA1, CHRNB4, ESR2, GUCY1B1, HSPA5, KDR, LPAR1, LPAR3, PGF, PIK3R3, PRKAA2, PRKD1

**Table 2:** Upstream regulators of DEGs. The top upstream regulators of DEGs (|fold changes| > 1.5, *p*-value < 0.01) in PM_2.5_ -treated SZ95 sebocytes were analyzed with IPA. Activation z-score indicates the predicted activation (positive value) or inhibition (negative value) of the upstream regulator. The *p*-value of overlap indicates the statistical significance of the overlap of the DEGs and genes regulated by an upstream regulator. *p*-values were calculated by right-tailed Fisher’s exact tests.

Upstream Regulator	Molecule Type	Predicted Activation State	Activation *z*-Score	*p*-Value of Overlap
SREBF1	Transcription regulator	Activated	4.149	1.11 × 10^−14^
SREBF2	Transcription regulator	Activated	4.063	1.41 × 10^−13^
MAPK7	Kinase	Activated	2.935	1.49 × 10^−11^
SCAP	Other	Activated	4.12	3.39 × 10^−10^
MAP2K5	Kinase	Activated	3.704	1.59 × 10^−9^
DSCAML1	Other	Activated	2.294	1.41 × 10^−8^
EWSR1-FLI1	Fusion gene/product	Activated	2.426	1.72 × 10^−8^
CYP7A1	Enzyme	Activated	2.333	3.62 × 10^−7^
DSCAM	Other	Activated	3.286	8.32 × 10^−7^
SH3TC2	Other	Activated	2.111	1.2 × 10^−6^
CTNNB1	Transcription regulator	Inhibited	−2.587	4.66 × 10^−16^
SMAD3	Transcription regulator	Inhibited	−2.105	6.62 × 10^−14^
WNT3A	Cytokine	Inhibited	−3.324	1.21 × 10^−12^
TGFB1	Growth factor	Inhibited	−2.179	3.34 × 10^−12^
INSIG1	Other	Inhibited	−3.761	4.37 × 10^−11^
LRP6	Transcription regulator	Inhibited	−2.619	1.58 × 10^−9^
MRTFB	Transcription regulator	Inhibited	−2.939	8.37 × 10^−9^
FOXO3	Transcription regulator	Inhibited	−3.051	1.71 × 10^−8^
PDGF BB	Complex	Inhibited	−2.768	3.16 × 10^−8^
MFSD2A	Transporter	Inhibited	−3.293	3.76 × 10^−8^

**Table 3:** Top disease and biologic functions analyzed with IPA (positive *z*-score value). Disease and biologic functions of DEGs (|fold changes| > 1.5, *p*-value < 0.01) in PM_2.5_-treated SZ95 sebocytes were analyzed with IPA. Z-score indicates the predicted activation (positive value) or inhibition (negative value) of the disease or function. Bias-corrected z-score is a statistically corrected value to avoid false predictions. No. of molecules is the number of genes in DEGs associated with each function. *p*-values were calculated by right-tailed Fisher’s exact tests and Benjamini–Hochberg correction (B–H *p*-value).

Categories	Diseases or Functions Annotation	*p*-Value	B–H *p*-Value	Predicted Activation State	Activation z-Score	Bias-Corrected z-Score	No. of Molecules
Lipid metabolism, molecular transport, small molecule biochemistry	Concentration of lipid	1.42 × 10^−14^	1.79 × 10^−12^	Increased	2.871	2.767	152
dermatological diseases and conditions, organismal injury and abnormalities	Abnormality of skin morphology	3.81 × 10^−8^	1.66 × 10^−6^	Increased	2.646	2.853	69
lipid metabolism, small molecule biochemistry	Fatty acid metabolism	6.95 × 10^−15^	9.14 × 10^−13^	Increased	2.611	2.078	111
cancer, organismal injury and abnormalities, respiratory disease	Development of lung tumor	3.6 × 10^−10^	2.3 × 10^−8^	Increased	2.566	2.766	273
organismal survival	Organismal death	1.08 × 10^−17^	1.78 × 10^−15^	Increased	2.547	4.19	380

## Data Availability

All NGS data files are available from the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO, https://www.ncbi.nlm.nih.gov/geo/), accession number GSE213620.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911534/s1. References [46,47,48,49,50,51,52,53,54] are cited in the supplementary materials.

How the deposited data were processed for this re-analysis (not part of the article)

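Human SZ95 sebocytes were treated for 24 h with the vehicle, 20% ethanol, as control or with PM2.5 at 100 μg/mL. The PM2.5 had been resuspended in 20% ethanol. Polyadenylated RNA of 3 samples per group was sequenced. One table of read counts deposited by the authors was used, with NCBI Gene IDs, symbols and a column for each of the 6 libraries. The sample labels name Trimmomatic 0.32, HISAT2 2.0.5, StringTie 1.3.3b, DESeq2 and the genome build hg19. How the counts were taken from the alignments, whether counting used the strand, and the read length are not given in the sources used here. All values in the 6 columns were whole numbers of at least 0 and were not normalized. The paper's RT-qPCR and protein measurements and its supplementary table and figures were not used here. The RNA-seq statistics behind the paper's gene lists, beyond the stated fold and p thresholds, are not given in the sources used here either. One of the 6 column names has 1 hyphen more than its counterparts and was read as PM2.5 replicate 1.

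The table held 27685 genes, of which 7274 had 0 counts in all libraries, and 2 symbols occurred more than once. Library totals ran from 56460553 to 71080000 counts, with 18253 to 18623 genes detected per library and 4.08% to 4.43% of the counts in the 10 most abundant genes. TMM factors were 0.974, 0.980 and 0.964 for the control libraries and 1.03, 1.04 and 1.02 for the PM2.5 libraries. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. edgeR's filterByExpr with its default settings (a minimum count of 10 and a minimum total of 15) kept 16049 genes and dropped 11636. Counts were fitted with glmQLFit without its legacy option and tested two-sided with glmQLFTest, with treatment as the only factor. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Levels are TMM-normalized CPM as mean ± SD over the 3 libraries of a group, without a prior count, while fitted log2 fold changes use edgeR's small prior. Genes were counted at an adjusted p under 0.05, at the paper's thresholds of a fold change over 2 with an unadjusted p under 0.05, and at those of its Ingenuity Pathway Analysis, a fold change over 1.5 with an unadjusted p under 0.01.

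edgeR was tried on simulated data with the depth and spread of these libraries. It recovered 49 of 67 genes changed 1.5-fold, 64 of 67 changed 2-fold and 65 of 66 changed 4-fold. Among the 15725 simulated genes tested, 16 unchanged ones were called. Far fewer genes were changed in the simulation than the 6999 called here, so its rates need not carry over. Its changed genes were drawn only from those with a control mean of at least 1 CPM, so its rates do not cover genes below that. Libraries of one group differed by a chi-square of 18.9 to 37.1 per gene and libraries of different groups by 86.7 to 158, where sampling noise alone gives about 1. The replicate numbers were checked for pairing and were not used as pairs.

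The 44 gene lists and the sets of genes that the paper names together held 982 genes, of which 969 were found in the table. The 44 lists cover AHR, NRF2, SREBP, NF-kappa-B, IL-17, TGF-beta, FOXO, WNT, PI3K, MAPK and ATF4 signaling, lipid, steroid, retinoid and xenobiotic metabolism, cell junctions, stress responses, the cell cycle, histones and markers of sebocytes and other skin cells. camera was run on voom values with a preset correlation of 0.01 between genes, for lists with at least 3 measured members, and p was adjusted over the 43 lists tested. Ranges over the settings take the adjusted p of the tool run in each setting for genes, and of camera alone for lists. Genes were named by a rule with 3 parts. The first part took the 12 largest rises and the 12 largest falls among genes with an adjusted p under 0.05, with all PM2.5 libraries on one side of all control libraries and at least 1 CPM in the higher group. The second took every gene that the paper names in its text, in Table 1, in Table 2 or in Figure 1b, whose directions and RT-qPCR levels had been seen when the rule was written. The third took up to 4 members of each list with the smallest adjusted p in the direction of most called members, and up to 2 in the other direction. Some genes that the rule names are not reported here. Genes outside the rule, the genes drawn in the figures and the tallies over the paper's own genes were chosen after their values were seen.

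The alternatives were DESeq2's Wald test, limma-voom, edgeR's legacy fit, relative log expression and upper-quartile scaling, library size as the only scaling, no filter on low counts, a mean count of at least 50, at least 1 count in every library, the replicate number as a block, and each library left out in turn. For the lists, camera with an estimated correlation and limma's rotation test fry were also run. With an estimated correlation, camera also tests on only the residual degrees of freedom of the libraries, far fewer than with the preset one. DESeq2 on genes with at least 1 count in every library was added after the data had been seen. GC content and transcript length were fitted in each library for 15520 of the 16049 genes, 96.7%, with values from a reference of the build GRCh38, since no reference of hg19 was used here. That fit changed 1327 calls and left 3485 genes higher and 4407 lower, against 3476 and 3523 before.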

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

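No test in this part was chosen after the result was seen, apart from the looks at SIK1, MINOS1 and NBL1. The genes below are among the 12 largest rises and are named nowhere in the paper's text, Table 1, Table 2 or Figure 1b, and each was above its control libraries in all 3 PM2.5 libraries. The paper names the other 3 of the 12, CYP1A1, CYP1B1 and UGT1A6, and none of the 12 largest falls.

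LOC102724428 (Gene ID 102724428), a near copy of SIK1 whose synonyms include SIK1B, had the largest of these rises, from 0.0370 ± 0.0371 to 3.84 ± 4.21 CPM (SD, n = 3), a log2 fold change of 6.6 (SE 1.4, edgeR adjusted p = 0.00545). PM2.5 replicate 3 held most of its counts, and without that library the log2 fold change was 5.20 (edgeR adjusted p = 0.000423, range over all settings 3.08e-07 to 0.0392). Without control replicate 2 it was 7.74. SIK1 itself moved the other way, at -0.91 (edgeR adjusted p = 7.03e-05), and short reads that match both copies cannot be assigned to one of them.

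KRT6B (Gene ID 3854), a keratin of wounded and hyperproliferative epidermis, rose from 0.198 ± 0.138 CPM in control to 2.29 ± 0.0942 CPM in PM2.5-treated cells (SD, n = 3). For KRT6B the log2 fold change was 3.51 (SE 0.29, edgeR adjusted p = 0.000132). Its paralog KRT6A shares most of its sequence. Without control replicate 2 the log2 fold change of KRT6B was 4.18. PM2.5 raised NMRAL2P (Gene ID 344887), a pseudogene of the NmrA-like family, from 0.154 ± 0.0756 to 1.47 ± 0.179 CPM (SD, n = 3), a log2 fold change of 3.26 (SE 0.29, edgeR adjusted p = 0.000186). The level of CDK15 (Gene ID 65061), a cyclin-dependent kinase, was 0.170 ± 0.0608 CPM in control and 1.63 ± 0.167 CPM in PM2.5-treated cells (SD, n = 3). CDK15 thus rose with a log2 fold change of 3.22 (SE 0.25, edgeR adjusted p = 9.64e-05). TM4SF19 (Gene ID 116211), a tetraspanin-like membrane protein, rose by a log2 fold change of 2.47 (SE 0.29, edgeR adjusted p = 0.000478), from 0.330 ± 0.172 to 1.81 ± 0.0959 CPM (SD, n = 3).

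MINOS1-NBL1 (Gene ID 100532736), a readthrough locus of MINOS1 and NBL1, rose from 1.56 ± 0.273 CPM in control to 12.7 ± 1.32 CPM in PM2.5-treated cells (SD, n = 3). For MINOS1-NBL1 the log2 fold change was 3.03 (SE 0.14, edgeR adjusted p = 1.64e-05). It shares its exons with MINOS1 and NBL1, and its reads may be theirs. NBL1 passed the test in all 17 alternative settings (adjusted p of the tool run in each, 6.16e-10 to 0.00459). MINOS1 passed in none of them (0.353 to 0.999). An adjusted p gives no direction of change, so these values do not tell whether NBL1 rose too. PM2.5 raised C1GALT1C1 (Gene ID 29071), the chaperone of the core 1 O-glycan synthase, from 2.33 ± 0.457 to 15.7 ± 0.993 CPM (SD, n = 3), a log2 fold change of 2.75 (SE 0.13, edgeR adjusted p = 1.64e-05). The level of LOC101929613 (Gene ID 101929613), an uncharacterized locus, was 0.424 ± 0.112 CPM in control and 2.29 ± 0.183 CPM in PM2.5-treated cells (SD, n = 3). LOC101929613 thus rose with a log2 fold change of 2.43 (SE 0.19, edgeR adjusted p = 0.000101). L3MBTL1 (Gene ID 26013), which binds methylated histones, rose by a log2 fold change of 2.4 (SE 0.32, edgeR adjusted p = 0.000791), from 0.229 ± 0.144 to 1.19 ± 0.0960 CPM (SD, n = 3). Without control replicate 1 the log2 fold change of L3MBTL1 was 3.02.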

How the results depend on the processing

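DESeq2 on genes with at least 1 count in every library was tested only after the results were seen, and the other alternatives were set beforehand. Genes with an adjusted p under 0.05 numbered 3476 higher and 3523 lower. Over the alternatives with all libraries they were 3400 to 4770 higher and 2546 to 3658 lower, and without 1 library 2712 to 3305 and 2613 to 3448. The split between directions followed the scaling, with 49.7% higher under TMM, 56.9% under upper-quartile scaling and 65.2% with library size only, where the median log2 fold change of all genes was 0.0856. Of the 6999 calls, library size only shared 6022 and DESeq2 6706.

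At the paper's thresholds the counts were 523 higher and 379 lower. Requiring a mean count of at least 50 left 253 and 233, since genes with fewer counts were no longer tested. Without a single library they were 492 to 602 and 368 to 451, and without a filter on low counts 702 and 474. At a fold change over 1.5 and an unadjusted p under 0.01 there were 1063 and 848, with 914 to 1133 and 670 to 880 without 1 library, and 1394 and 641 with library size only. DESeq2 on genes with at least 1 count in every library, chosen after seeing the data, gave 3478 and 3523 at an adjusted p under 0.05.

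The 6 libraries make 10 splits into 3 and 3, the real 1 among them, too few for a share under 0.05. The real split gave 6999 genes at an adjusted p under 0.05 and the highest other 5, 902 against 60 at the paper's thresholds, and 1911 against 27 at a fold change over 1.5.

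Of the 43 lists, 9 were called higher and 9 lower, and without 1 library 9 and 8 to 9. With the correlation between genes estimated from the data, camera called 0 higher and 0 lower, with 9 lists at an unadjusted p under 0.05, and fry called 15 higher and 17 lower. That run of camera also tests on far fewer degrees of freedom, so its lost calls do not measure the effect of correlation alone. Besides the estimated correlation and the replicate block given below, 3 called lists lost their call under another setting, as camera adjusted p. They were IL-17 response genes without PM2.5 replicate 3 (0.0634) and FOXO target genes without control replicate 1 (0.0806) or 2 (0.0523). Mitosis and DNA replication genes lost theirs without PM2.5 replicate 3 (0.0781) or with library size only (0.101). The cause was not tested. Over all camera alternatives the adjusted p of these 3 lists ranged from 0.0115 to 0.549, 0.0138 to 0.235 and 0.00643 to 0.549, the highest of each with an estimated correlation. Lists that turned direction were uncalled in both settings, with camera adjusted p in parentheses. Genes of PI3K, AKT and insulin signaling turned without control replicate 3 (0.711 to 0.884 without 1 library). Cyclooxygenases and lipoxygenases turned with a mean count of at least 50 (0.974). Basal keratinocyte markers turned without control replicate 1 (0.93) and without PM2.5 replicate 2 (0.865), with 0.677 to 0.93 without 1 library. Melanocyte markers turned without PM2.5 replicate 3 (0.974, against 0.899 in the main test). Immune cell markers turned with library size only (0.987) and without control replicate 3 (0.992), against 0.813 in the main test. Why these lists turned was not tested. In the same order, over all camera alternatives their adjusted p ranged from 0.711 to 0.885, 0.435 to 0.974, 0.677 to 0.93, 0.686 to 0.974 and 0.568 to 1.0. Over all 44 lists, 249 members were higher and 267 lower, where a gene counts once for each list that holds it.

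The log2 CPM of each library, as differences from its group's mean, was correlated between control and PM2.5 libraries. Libraries of the same number correlated at -0.00316, 0.0793 and 0.0888, and those of different numbers at -0.134 to 0.0589. With 3 libraries per group this check can neither show nor exclude that the numbers pair the samples. Libraries numbered 2 and 3 correlated best with their own number, and those numbered 1 did not. With the replicate number as a block, 3573 genes were higher and 3658 lower. There were 494 and 379 at the paper's thresholds, and 982 and 805 at a fold change over 1.5. In that block model IL-17 response genes had a camera adjusted p of 0.0623 and FOXO target genes of 0.05, and basal keratinocyte markers turned direction at 0.772. The block also turned the sign of ELOVL2 0.0081. Of the 276 called genes named in the text, 268 were called with the block. Those not called were AKR7L 0.0676, CNFN 0.0596, ELOVL3 0.0588, ESAM 0.0663, KDR 0.0778, LYZ 0.0558, PRKD1 0.0728 and RNF43 0.0735, and ELOVL4 0.0419 was called, as edgeR adjusted p.

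Of the 276 genes named in the text that were called, 253 to 275 kept their call and direction with all libraries and no block, the fewest with a mean count of at least 50, which left 290 of the 323 named genes, and 250 to 260 without 1 library. The log2 fold changes of 14 genes that did not pass the test turned sign in some setting. With upper-quartile scaling, values of the opposite sign were CD14 0.022, ELOVL2 0.018, HMOX1 0.030 and MINOS1 0.026. With library size only, values of the opposite sign were CD14 0.067, CTNNB1 0.025, DST 0.042, ELOVL1 0.019, ELOVL2 0.063, FBLN1 0.015, HMOX1 0.075, MINOS1 0.071 and MMP28 0.026. With a mean count of at least 50, values of the opposite sign were CD14 0.0043, HMOX1 0.013 and MINOS1 0.0077. With limma-voom, it was ELOVL2 0.038. With no filter on low counts, values of the opposite sign were HMOX1 0.0046 and MINOS1 0.00034. With at least 1 count in every library, values of the opposite sign were HMOX1 0.0051 and MINOS1 0.00053. Without 1 library, values ran from -0.082 to 0.059 for CD14, -0.11 to 0.0052 for DST, -0.25 to 0.21 for ELOVL2, -0.074 to 0.093 for HMOX1, -0.51 to 0.17 for ITGAM, -0.056 to 0.037 for MINOS1, -0.22 to 0.0090 for MMP24, -0.11 to 0.046 for MMP28, -0.042 to 0.062 for MOB4, -0.55 to 0.030 for RPTN and -0.036 to 0.071 for SCAP. The cause was not tested. In simulated data of this depth and number of samples, edgeR recovered 73.1% of changes of 1.5-fold and 95.5% of changes of 2-fold. Far fewer genes were changed there than were called here, so these shares need not hold for the real data. The changed genes were also drawn only from those with a control mean of at least 1 CPM. The shares thus do not cover genes below that level.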

Differences from the paper's values

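DESeq2 on genes with at least 1 count in every library was tested only after the results were seen, and so were the tallies over the paper's own genes. A stricter filter on mean counts and fold changes of rlog values were also run after the gap below was seen, and they were withdrawn and are in no table here. At a fold change over 2 and an unadjusted p under 0.05, 902 genes changed, 523 higher and 379 lower with PM2.5, where the paper's values are 381, 188 and 193. Among the alternatives set before the data were examined, a mean count of at least 50 gave 486 genes, 253 higher and 233 lower, each within 1.5 times the paper's value, and it left 67 of the 80 genes that the paper names in Table 1, in Figure 1b and among the enzymes of its Discussion. All the others stayed more than 1.5 times above the paper's values in both directions and in total, with 860 to 1176 genes in all. These were DESeq2, limma-voom, edgeR's legacy fit, relative log expression and upper-quartile scaling, library size only, no filter on low counts, at least 1 count in every library, the replicate block and each library left out. DESeq2 on genes with at least 1 count in every library, chosen after seeing the values, gave 835 genes, 478 higher and 357 lower, and differed too.

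Table 1 lists genes that the paper selected at a fold change over 1.5 and a p under 0.01, taken here as unadjusted. Of its 66 genes, 64 passed these thresholds here, 45 of the 66 being higher and 21 lower with PM2.5. KDR, which the paper lists for eNOS signaling, had a log2 fold change of 1.02 and an unadjusted p of 0.0181. It passed without control replicate 1 and with DESeq2 on genes with at least 1 count in every library, 2 of 17 alternatives, the second chosen after seeing the values. PRKD1 had a log2 fold change of 1.15 and an unadjusted p of 0.0154. It passed with DESeq2, without PM2.5 replicate 1 and with DESeq2 on genes with at least 1 count in every library, 3 of 17. All 22 genes of Figure 1b and all 11 enzymes of the Discussion passed a fold change over 2 and an unadjusted p under 0.05.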

Other observations

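The tests of S phase genes, of summed chemokine paralogs and of low counts were chosen after the results were seen, and the tests of GC content with transcript length, of composition scaling and of RNAs without a poly(A) tail were chosen before.

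XBP1 (Gene ID 7494), a transcription factor of the unfolded protein response, fell from 89.2 ± 0.851 CPM in control to 59.5 ± 1.09 CPM in PM2.5-treated cells (SD, n = 3). For XBP1 the log2 fold change was -0.58 (SE 0.043, edgeR adjusted p = 7.83e-05). PM2.5 lowered CALR (Gene ID 811), the calcium-binding chaperone calreticulin, from 1182 ± 20.1 to 910.0 ± 17.6 CPM (SD, n = 3), a log2 fold change of -0.38 (SE 0.041, edgeR adjusted p = 0.000332). The level of ERN1 (Gene ID 2081), which encodes the sensor IRE1, was 5.78 ± 0.746 CPM in control and 8.68 ± 0.743 CPM in PM2.5-treated cells (SD, n = 3). ERN1 thus rose with a log2 fold change of 0.59 (SE 0.11, edgeR adjusted p = 0.0041). Of 21 measured genes of the unfolded protein response, 1 was higher, 14 lower and 6 did not pass the test (1 higher and 15 lower when adjusted over the list alone), with camera adjusted p = 0.000125, and adjusted p = 0.235 with an estimated correlation. DNAJB11 (-0.45) was also lower, ERN1 was the higher one, and with library size only 3 were higher and 14 lower. CHAC1 (Gene ID 79094), an ATF4 target that degrades glutathione, fell by a log2 fold change of -1.14 (SE 0.14, edgeR adjusted p = 0.000547), from 5.16 ± 0.573 to 2.36 ± 0.364 CPM (SD, n = 3). Of 22 measured ATF4 target genes, 3 were higher, 10 lower and 9 did not pass the test (3 higher and 10 lower when adjusted over the list alone), with camera adjusted p = 0.0954. GDF15, SLC7A5 and SLC3A2 (0.69) were the higher ones, and PSAT1 (-0.63) and ATF4 itself (-0.45) were among the lower. Without PM2.5 replicate 3 the list passed, with camera adjusted p = 0.0261, and over the alternative settings the camera value ranged from 0.0261 to 0.729.

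HSPA8 (Gene ID 3312), a cytosolic chaperone of the HSP70 family, fell from 526 ± 16.1 CPM in control to 370.1 ± 22.0 CPM in PM2.5-treated cells (SD, n = 3). For HSPA8 the log2 fold change was -0.51 (SE 0.054, edgeR adjusted p = 0.000313). Of 19 measured heat shock genes, 1 was higher, 9 lower and 9 did not pass the test (1 higher and 9 lower when adjusted over the list alone), with camera adjusted p = 0.0178, and adjusted p = 0.235 with an estimated correlation. DNAJA1 (-0.51), HSPA1A (-0.55) and its near-identical paralog HSPA1B (-0.52) were also lower, and CRYAB (1.45) was the higher one. PM2.5 lowered PFKFB3 (Gene ID 5209), a regulator of glycolysis, from 119 ± 10.9 to 52.6 ± 4.86 CPM (SD, n = 3), a log2 fold change of -1.18 (SE 0.087, edgeR adjusted p = 7.83e-05). The level of ENO2 (Gene ID 2026), a glycolytic enolase, was 30.0 ± 2.29 CPM in control and 49.6 ± 0.659 CPM in PM2.5-treated cells (SD, n = 3). ENO2 thus rose with a log2 fold change of 0.73 (SE 0.064, edgeR adjusted p = 0.00016). Of 29 measured genes of hypoxia and glycolysis, 9 were higher, 6 lower and 14 did not pass the test (9 higher and 6 lower when adjusted over the list alone), with camera adjusted p = 0.547. ALDOC (0.52), HK2 (0.45) and HK1 (0.32) were also higher and SLC2A3 (-1.0) also lower. Under library size alone 12 of them were higher and 3 lower, with upper-quartile scaling 11 and 3, 8 and 3 without control replicate 1, 9 and 4 without control replicate 3, 7 and 3 without PM2.5 replicate 1, and 11 and 3 without PM2.5 replicate 2.

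MX2 (Gene ID 4600), an interferon-induced GTPase, fell by a log2 fold change of -1.08 (SE 0.11, edgeR adjusted p = 0.000261), from 11.0 ± 0.923 to 5.22 ± 0.655 CPM (SD, n = 3). Of 30 measured interferon-stimulated genes, 1 was higher, 10 lower and 19 did not pass the test (0 higher and 10 lower when adjusted over the list alone), with camera adjusted p = 0.103. IFI6 (-0.65), OAS1 (-0.47) and HERC6 (-0.38) were also lower and IFIT3 (0.27) was the higher one. IFIT3 lost its call without control replicate 1 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.0791, 0.119, 0.123 and 0.123, range over all settings 0.0105 to 0.123) and with relative log expression scaling, no filter on low counts, a mean count of at least 50, at least 1 count in every library and edgeR's older quasi-likelihood fit. Under library size alone 4 were higher and 8 lower, with upper-quartile scaling 4 and 10, and 2 and 8 without control replicate 2. MMP7 (Gene ID 4316), the protease matrilysin, fell from 4.32 ± 0.330 CPM in control to 1.22 ± 0.138 CPM in PM2.5-treated cells (SD, n = 3). For MMP7 the log2 fold change was -1.82 (SE 0.13, edgeR adjusted p = 6.13e-05). PM2.5 raised TIMP1 (Gene ID 7076), an inhibitor of metalloproteinases, from 20.3 ± 0.908 to 29.8 ± 1.55 CPM (SD, n = 3), a log2 fold change of 0.55 (SE 0.063, edgeR adjusted p = 0.000421). Of 15 measured matrix metalloproteinases and their inhibitors, 7 were higher, 6 lower and 2 did not pass the test (7 higher and 6 lower when adjusted over the list alone), with camera adjusted p = 0.677. TIMP4 (1.31), MMP2 (0.63) and MMP11 (0.61) were also higher, MMP13 also lower, and MMP28 (-0.055, edgeR adjusted p = 0.652) and MMP24 (-0.10, edgeR adjusted p = 0.656) did not pass. Without PM2.5 replicate 1 the value of MMP28 was 0.046, and without control replicate 3 that of MMP24 was 0.0090. The median of the list was -0.0551, and with library size only it was 0.0265.

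Markers of other cell types were listed to look for their transcripts, and no cell type is assigned from them. The level of CDH5 (Gene ID 1003), which encodes VE-cadherin, was 191 ± 12.3 CPM in control and 84.1 ± 5.51 CPM in PM2.5-treated cells (SD, n = 3). CDH5 thus fell with a log2 fold change of -1.18 (SE 0.067, edgeR adjusted p = 3.29e-05). Of 4 measured endothelial markers, 1 was higher, 2 lower and 1 did not pass the test (1 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 0.238. KDR was the higher one, VWF (-0.81) was also lower, and PECAM1 (-0.42, edgeR adjusted p = 0.515) did not pass. KDR lost its call without control replicate 2 or 3 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.103, 0.118, 0.0788, 0.0703 and 0.128, range over all settings 0.0188 to 0.128) and with no filter on low counts and edgeR's older quasi-likelihood fit. Of 7 measured fibroblast markers, 4 were higher, 1 lower and 2 did not pass the test (4 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.267. THY1 (0.96), COL1A1 (0.27), PDGFRB (0.67) and COL6A3 (1.3) were higher, LUM (-1.25) was lower, and FAP (0.22, edgeR adjusted p = 0.165) and FBLN1 (-0.067, edgeR adjusted p = 0.276) did not pass. COL6A3 lost its call without control replicate 1 or 3 or PM2.5 replicate 1 or 3 (edgeR adjusted p = 0.0713, 0.0627, 0.0507 and 0.0624, range over all settings 0.0131 to 0.0713). Of 3 measured melanocyte markers, none were higher, 1 lower and 2 did not pass the test (0 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 0.899. KIT (-1.25) was the lower one, and MITF (0.14, edgeR adjusted p = 0.099) and PMEL (0.10, edgeR adjusted p = 0.449) did not pass. KIT lost its call without control replicate 2 or 3 or PM2.5 replicate 1 or 3 (edgeR adjusted p = 0.133, 0.127, 0.12 and 0.114, range over all settings 0.0158 to 0.133) and with limma-voom, upper-quartile scaling, library size only, no filter on low counts, at least 1 count in every library and edgeR's older quasi-likelihood fit. MITF passed the test with upper-quartile scaling (edgeR adjusted p = 0.0495, range over all settings 0.0224 to 0.201) and library size only (edgeR adjusted p = 0.0224). Of 6 measured immune cell markers, 1 was higher, 1 lower and 4 did not pass the test (1 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.813. CD68 (0.73), a lysosomal protein gene, was higher and LYZ (-0.88) lower, and CD207 (-0.22, edgeR adjusted p = 0.338), HLA-DRA (0.94, edgeR adjusted p = 0.38), ITGAM (-0.14, edgeR adjusted p = 0.764) and CD14 (-0.014, edgeR adjusted p = 0.921) did not pass. LYZ lost its call without control replicate 1 or 2 or PM2.5 replicate 1 or 2 or 3 (edgeR adjusted p = 0.0623, 0.0944, 0.0606, 0.0846 and 0.0767, range over all settings 0.0126 to 0.0988) and with DESeq2's Wald test and DESeq2 on genes with at least 1 count in every library. Without PM2.5 replicate 1 the values of ITGAM and CD14 were 0.17 and 0.059, and without control replicate 2 and without PM2.5 replicate 2 the value of CD14 was 0.0029 and 0.0089.

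HIST1H2BK (Gene ID 85236), a histone H2B gene, fell by a log2 fold change of -0.85 (SE 0.074, edgeR adjusted p = 0.000157), from 28.4 ± 2.49 to 15.8 ± 0.281 CPM (SD, n = 3). Of 12 measured replication-dependent histone genes, none were higher, 11 lower and 1 did not pass the test (0 higher and 11 lower when adjusted over the list alone), with camera adjusted p = 0.000141, and adjusted p = 0.235 with an estimated correlation. HIST1H3D, HIST1H2AC (-0.76) and HIST1H1C (-0.80) were among the lower ones, and HIST2H2AC (-0.27, edgeR adjusted p = 0.433) did not pass.

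The median log2 fold change of the histone genes was -0.73. After a fit of GC content and transcript length in each library, 11 were lower with a median of -0.777, which argues against those trends as the whole cause. Of 110 other tested RNAs that mostly lack a poly(A) tail, 1 was higher and 7 were lower, with a median of -0.26. Nearly all were small nucleolar RNAs, and most lay under 1 CPM. The bootstrap 95% interval of the median, -0.359 to -0.175, treats these RNAs as independent and measures no spread between libraries. A lower yield of RNAs without a tail in the PM2.5 libraries may account for part of the fall and stays open. Of 41 S phase genes, 2 were higher and 11 lower with a median of -0.0601 (quartiles -0.18 and 0.078), far smaller than the fall of the histone genes. Such genes are also transcribed outside S phase and need not fall as far, so fewer cells in S phase stay open. A direct effect of PM2.5 on histone transcription was not tested.

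The median of the genes of the unfolded protein response was -0.319. After the fit of GC content and transcript length 17 were lower against 14 before, with a median of -0.347, while over all genes the calls of lower rose from 3523 to 4407. The number of lower genes in the list may have risen with that shift, but the median stayed below 0, and with library size only 14 were lower, which argues against sequence trends and against composition scaling as the whole cause. No biological reason was tested. Differences in handling between the groups were not tested, since no batch is given.

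IL1A, IL1B and IL6 rose while most called IL-17 response genes fell, IL1B and IL6 being members of that list. After the fit of GC content and transcript length 13 of those genes were lower and IL1A (1.10), IL1B (1.54) and IL6 (1.15) were higher, all at an edgeR adjusted p under 0.05. The summed counts of the paralogs CXCL1, CXCL2 and CXCL3 had a log2 fold change of -1.38 (SE 0.218, edgeR adjusted p = 0.00173). Reads moving among these paralogs would leave their sum unchanged and so did not make its fall. Whether they share reads stays open, and the sum does not cover the other genes of the list. Among 23 IL-17 response genes with a mean count of at least 50, 13 were lower and 4 higher, which argues against low counts as the cause of the fall of that list. The mean counts of IL1A, IL1B and IL6 were 40.5, 130.5 and 166.3, so for the rise of IL1A low counts stay open. No biological reason was tested. The camera test of the list lost its call without PM2.5 replicate 3 (camera adjusted p = 0.0634, range over the alternative settings 0.0115 to 0.549) and with the replicate block (camera adjusted p = 0.0623).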
